# Nonpathological inflammation drives the development of an avian flight adaptation

**DOI:** 10.1073/pnas.2219757120

**Published:** 2023-05-01

**Authors:** Dana J. Rashid, Joseph R. Sheheen, Tori Huey, Kevin Surya, Jackson B. Sanders, John R. Horner, Jovanka Voyich, Susan C. Chapman

**Keywords:** intervertebral disc, nucleus pulposus, necroptosis, heterophil, corticosteroid

## Abstract

The development of modern birds provides a window into the biology of their dinosaur ancestors. We investigated avian postnatal development and found that sterile inflammation drives formation of the pygostyle, a compound structure resulting from bone fusion in the tail. Inflammation is generally induced by compromised tissue integrity, but here is involved in normal bone development. Transcriptome profiling and immuno/histochemistry reveal a robust inflammatory response that resembles bone fracture healing. The data suggest the involvement of necroptosis and multiple immune cell types, notably heterophils (the avian equivalent of neutrophils). Additionally, nucleus pulposus structures, heretofore unknown in birds, are involved in disc remodeling. Anti-inflammatory corticosteroid treatment inhibited vertebral fusion, substantiating the crucial role of inflammation in the ankylosis process. This study shows that inflammation can drive developmental skeletogenesis, in this case leading to the formation of a flight-adapted tail structure on the evolutionary path to modern avians.

## Significance

Here, we describe the mechanism for a prominent avian evolutionary adaptation. We find that vertebral fusion in the avian tail is driven by sterile inflammation and resembles bone fracture repair. This finding demonstrates a role for inflammation in developmental skeletogenesis. The immune system is involved in pathological ankylosis, but we find that it is also a crucial contributor to normal vertebral fusion. Evidence of necroptosis indicates that this type of cell death can occur in postnatal development. Also, we document nucleus pulposus structures in tail discs in birds. Lastly, corticosteroid treatment inhibits vertebral fusion, suppressing a Cretaceous avian flight adaptation while also demonstrating an unreported effect of corticosteroids on skeletal maturation.

The avian spine has acquired multiple adaptations throughout bird evolutionary history. During the Mesozoic era, prominent adaptations included a shortened tail and distal vertebral fusion forming the pygostyle (1). The resulting morphology is a bipartite tail architecture with a proximal region composed of unfused, or “free” vertebrae, and a distal region comprising the compound pygostyle (Fig. 1*A*). There is evidence of convergent pygostyle evolution in avian and nonavian dinosaurs (2, 3), and the pygostyle was not always a flight adaptation. However, when allied with flight, the coevolution of the pygostyle and tail feather fan with a shortened tail (4–6) contributed to improved flight aerodynamics and control, with reduced drag, a more forward-distributed center of mass, and separation of the tail from the hindlimbs as its own locomotory unit (7, 8). Since avian pygostyle vertebral fusion has remained largely unchanged, we reasoned that the underlying mechanisms responsible for its emergence could be explored by analyzing tail development in modern birds.

**Fig. 1.**
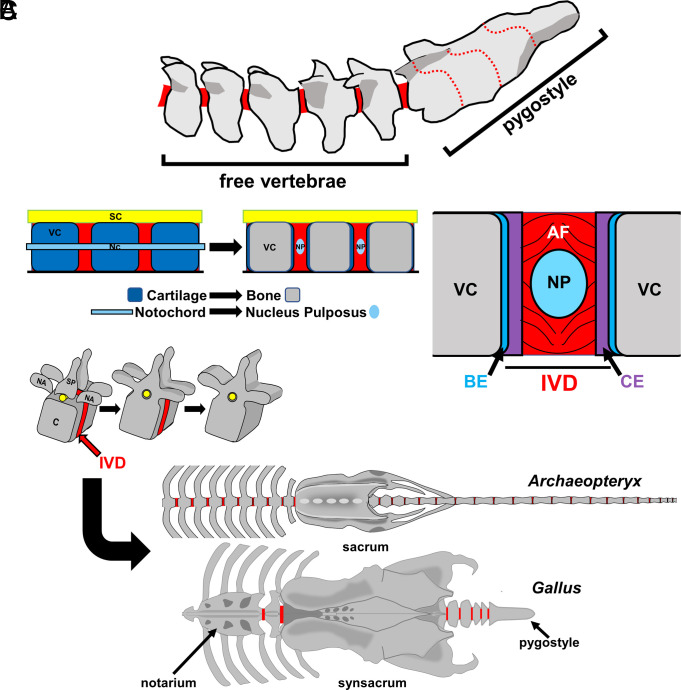
Tail morphology and vertebral fusion in extant and fossil birds. (*A*) *G. gallus* tail. Free, or unfused, caudal vertebrae are at the proximal end, and the distal caudal vertebrae are fused into the pygostyle structure. Solid red areas are IVDs, and dotted red lines indicate fusion planes within the pygostyle. (*B*) *Left*, nucleus pulposus (NP) formation diagram, sagittal view, from the embryonic notochord (NC) (*Left*) to postnatal NP (*Right*); SC: spinal cord. IVDs are red. *Right*, postnatal IVD diagram. The annulus fibrosus (AF) surrounds the NP, and these are encased in the cartilage end plates (CE) of the disc between vertebral centra (VC). Bone end plates (BE) are outside of the IVD. (*C*) *Top*, vertebral fusion diagram. Neural arch (NA) and spinous process (SP) elements fuse to form the neural arch, followed by ankylosis of the fused neural arch to the centrum (C). *Middle*, diagram of the *Archaeopteryx* spinal column (adapted from ref. 9); anterior to the *Left*. *Archaeopteryx* had 4 to 6 fused vertebrae in its sacrum. *Bottom*, diagram of the *G. gallus* spinal column, anterior to the *Left*. The chicken has 23 to 24 combined fused vertebrae in its axial column in the notarium, synsacrum, and pygostyle compound structures.

The bird tail, like other axial regions in amniotes, forms as a string of vertebrae separated by intervertebral discs (IVDs) (10). The discs, in turn, are composed of several discrete tissues. The embryonic precursors of the vertebrae and the IVD cartilages are the somites. In mammalian embryos, the rod-like notochord fragments and its remnants form the nucleus pulposus (NP) structures in the centers of the discs (Fig. 1*B*). The fully formed mammalian IVD is composed of the cartilage end plates, the annulus fibrosus (AF), and the NP; together these function to provide spinal cushioning and flexibility. Previous research suggested that birds do not form NP structures (10, 11), a notion challenged by this study.

Vertebral development continues near birth/hatching with a series of bone fusion events, including fusion of the neural arch components and fusion of the neural arches to the centra to form individual vertebrae (Fig. 1*C*). In most terrestrial vertebrates, the neural arches and centra of neighboring vertebrae fuse together to form the sacrum. Because neighboring vertebral fusion occurs postnatally, after the IVDs and bony vertebrae have already formed, the ankylosis process requires the dismantling and remodeling of the discs to bone.

Vertebral fusion is more extensive in birds than in other vertebrates. From the Cretaceous period onward, thoracic, lumbar, and caudal vertebrae fuse into the sacrum to form the synsacrum, thoracic vertebrae fuse into the notarium (in some species), cervical vertebrae fuse to become syncervicals (as in hornbills), and the distalmost caudal vertebrae fuse forming the pygostyle (Fig. 1*C*). Like sacral fusion in mammals, pygostyle fusion occurs during juvenile development (12). Few mechanistic studies of normal vertebral fusion have been conducted, but for pygostyle fusion, our data show involvement of the immune system. These analyses reveal the ancestral amniote vertebral joint development in the avian tail, and a role for inflammation in developmental skeletogenesis.

## Results

To investigate vertebral fusion in the avian pygostyle, we first analyzed avian IVD anatomy and development in the tail. By histology, we found equivalent avian development to mammals, including notochord-derived NP structures. Evidence of immune response prompted whole transcriptome RNA sequencing (RNAseq) and reverse transcription polymerase chain reaction (RT-PCR) microarray analyses. Inflammation involving necroptosis and multiple immune cell types was strongly implicated, leading us to substantiate necroptosis and heterophil function at the protein level. Corticosteroid treatment was then performed to functionally test the involvement of inflammation in pygostyle fusion.

### Histochemical Analyses Implicate Immune System Involvement.

We evaluated avian IVD development and architecture relative to mammalian and investigated differences between fusing and nonfusing caudal discs. Chicken tails from embryos [E15 (embryonic day 15), E18, and E19 (hatching occurs at E20/21)] and posthatch chick tails [D8 (posthatching day 8) and collected every 2 wk thereafter until D105] were histologically stained and analyzed by standard or plane polarized light microscopy.

Similar to NP formation in mammals, we found that the notochord in avian tails fragments and its remnants become the central disc NP (Fig. 2*A*). The previous studies that suggested that birds do not form NP structures did not evaluate tail IVDs (10, 11). In the chicken, notochord partitioning occurs near hatching, and fully formed cellular NPs are observed throughout the tail by D8. By D42, the NPs are proteoglycan rich but, unlike mammalian, are acellular. Even so, the free caudal discs greatly resemble mammalian discs, with cartilage end plates, NP, and lamellar annulus fibrosus structures (Fig. 2 *A* and *B*).

**Fig. 2.**
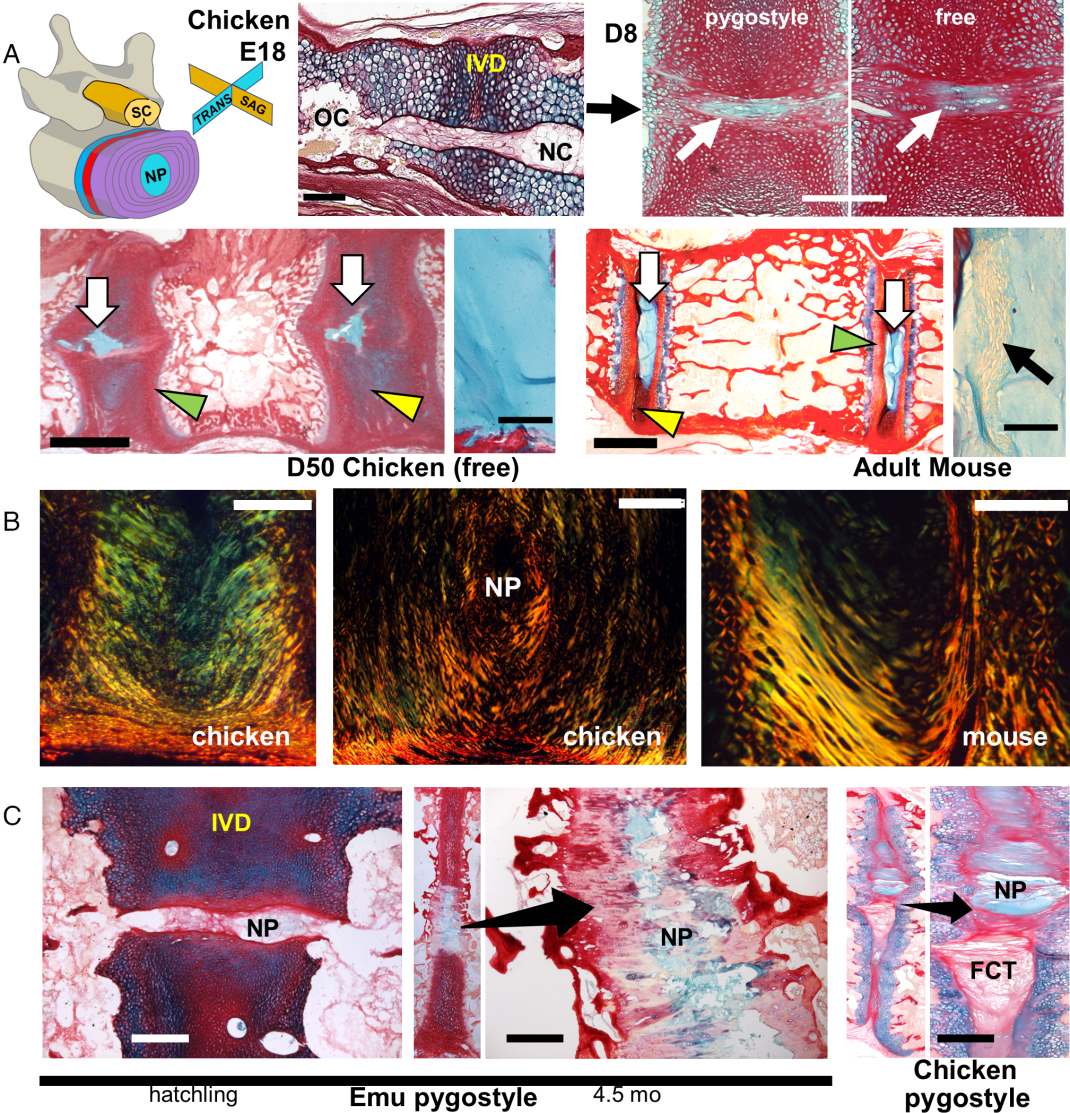
NP formation and IVD architecture in the avian tail. All panels are sagittal views, as noted in the schematic in (*A*), except for *(B)*, *middle* panel, transverse view. (*A*) NP development in chicken from E19 to D50 (ABPR staining). Notochord (NC) partitioning occurs at E19; OC are ossification centers in the centra; scale bar, 250 µm. At D8, cellular NPs are evident in both pygostyle discs (*Left*) and free vertebrae caudal discs (*Right*). Arrows indicate NPs; scale bar, 200 µm. At D50, NPs are acellular (scale bar, 2 mm) (magnified view of the NP to the *Right* of the panel, scale bar, 100 µm) compared to the cellular adult mouse NP (scale bar, 1 mm), right magnified panel, scale bar, 100 µm. NPs (white arrows), AF (yellow arrowhead), and CE (green arrowhead) structures. (*B*) Lamellar architecture of chicken and mouse IVDs by plane polarized light. *Left*, D50 chicken free tail, scale bar, 500 µm. *Middle*, D50 chicken, scale bar, 300 µm. *Right*, adult mouse, scale bar, 100 µm. (*C*) Pygostyle IVDs in the emu and chicken, ABPRH staining. In the emu hatchling pygostyle, IVDs with nascent NPs are observed (cryosection; scale bar, 250 µm). At 4.5 mo, proteoglycan-rich NPs in the pygostyle are evident in the full pygostyle IVD and in magnified view; scale bar, 250 µm. In chicken pygostyle IVDs, NPs and fibrous connective tissue (FCT) are evident; D50; scale bar, 250 µm.

We found that NP formation in the tail occurs across avian clades, as evidenced by notochord partitioning in emu hatchlings and acellular NPs in emu juveniles (Fig. 2*C*). Emus are paleognathous birds, the group that is most genetically and morphologically distant from the other two modern bird groups, neoaves and galloanseriforms. Nuclei pulposi, therefore, are likely a universal avian trait.

A notable difference between pygostyle and free IVDs is pygostyle-specific intervertebral fibroconnective tissue (Fig. 2*C*). This tissue in pygostyle discs, observed by D21, is surrounded by fibrocartilage and juts into the IVD from the ventral side, terminating just below the NP. Its tissue fibers are contiguous with the fibrous layer of the periosteum, suggesting a periosteal origin. This connective tissue is essential because during the fusion process, it provides a route for vasculature and immune cells to enter the middle of the disc.

Pygostyle formation entails remodeling of IVDs followed by bone formation in successive posthatching events that occur in the distal to proximal direction (12). As fusion progresses (Fig. 3*A*), the fibroconnective tissue expands and accumulates blood vessels ventral to the NP. Subsequently, blood-borne cells, including those with bilobed nuclei and consistent in size (8 to 10 µm) with heterophils (13), the avian equivalent of neutrophils (14), extravasate and migrate into the connective tissue. At D105, rafts of hypertrophic chondrocytes in the AF indicate fibrocartilage cell differentiation. At these later stages, ankylosis is most advanced in and around the NP, with bridges of cartilage tissue first traversing the NP region before complete disc remodeling to trabecular bone. Fusing discs in the juvenile emu pygostyle show a similar pattern, where the NP and surrounding AF are the first disc areas to undergo remodeling and osteogenesis events (Fig. 3*A*).

**Fig. 3.**
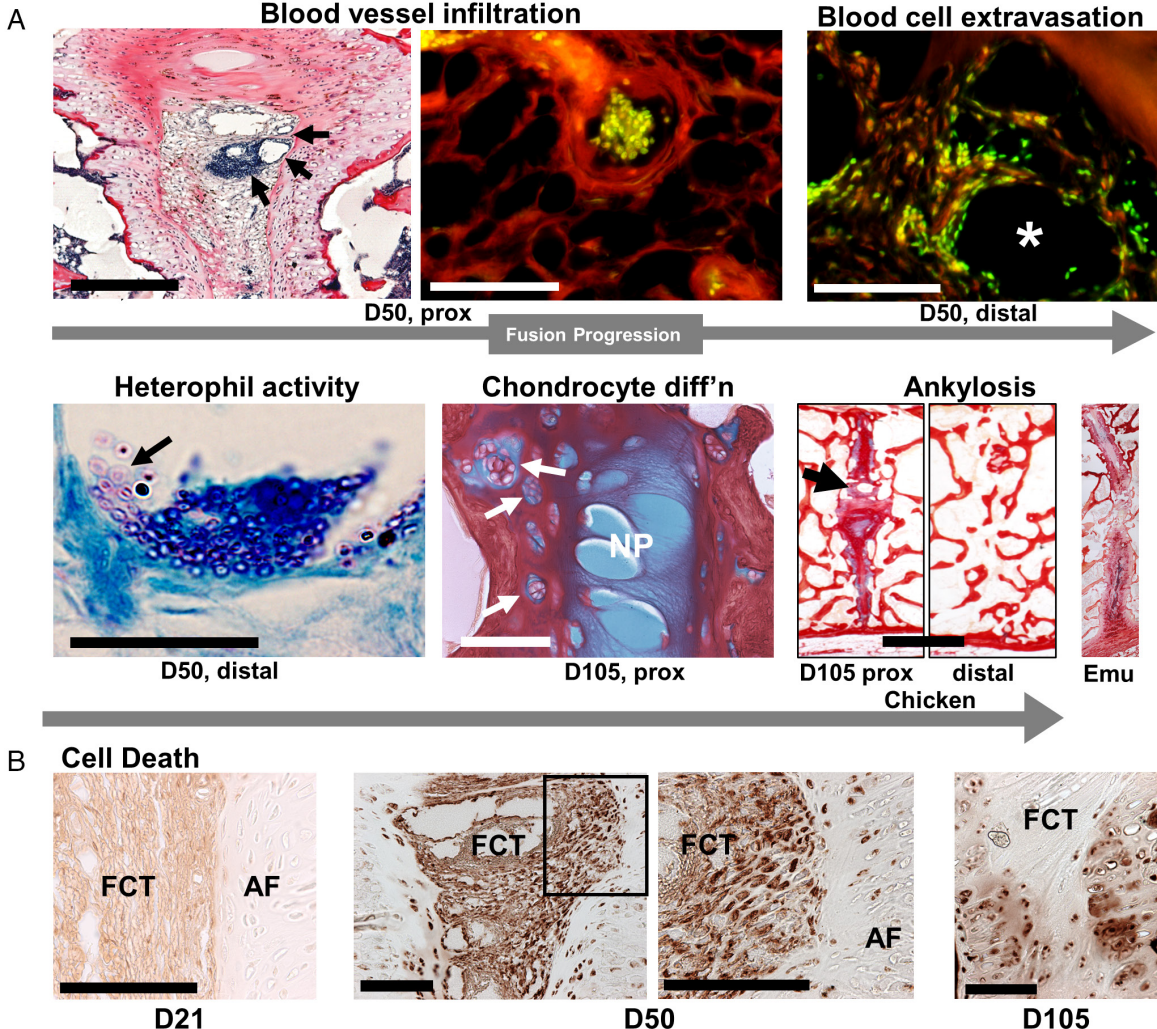
Pygostyle fusion events. All panels are sagittal views. (*A*) Progression of fusion. By D50, in the proximal disc, blood vessels (arrows) accumulate in the FCT below the NP; PRH staining; scale bar, 250 µm. In a magnified view, blood cells enclosed in a blood vessel are seen in the FCT before extravasation (eosin/SYTOX green staining; scale bar, 50 µm). Also, at D50 but in the distal disc, at a slightly later stage, blood cell extravasation into the FCT is observed (eosin/SYTOX green staining; the white asterisk indicates the center of a deteriorated blood vessel; scale bar, 50 µm). At D50, cells morphologically consistent with heterophils (8 to 10 µm cell diameter, bilobed nuclei) are observed (the arrow indicates a cluster of heterophils in the FCT; Giemsa–Wright stain; scale bar, 50 µm). By D105, chondrocyte differentiation to hypertrophic chondrocytes (arrows) is observed in the AF of the proximal pygostyle disc, ABPR staining; scale bar, 100 µm). Also, at D105 in the proximal disc, osteogenesis at the IVD center, where the NP had resided, is seen (noted by the arrow; scale bar, 2 mm). The distal disc has completely remodeled to bone. Similarly, ankylosis begins at the NP site in the emu; distal disc, 4.5 mo. (*B*) TUNEL assays; scale bar’s 100 µm. At D21, sparse cell death is detected (note background cytoplasmic FCT stain). By D50, in both discs, there is considerable cell death in the FCT and surrounding AF cells; TUNEL-stained nuclei are evident in the magnified boxed area. At D105, cell death is observed in the AF, below the NP, in hypertrophic chondrocytes.

Using the TUNEL assay in chicken, we tested for cell death in disc remodeling [Fig. 3*B* and *SI Appendix*, Fig. S1*A*; (15–17)]. We found that cell death begins in the middle of the pygostyle discs, after D21, markedly in the fibroconnective tissue and surrounding AF, before expanding dorsally and ventrally in hypertrophic chondrocytes. Compared to D21 controls, we observed a 20-fold increase in TUNEL-positive cells at D50 (Fig. 5*B*). Cell death, therefore, was first observed at the same site and approximate timeframe as infiltration of blood vessels and extravasation of blood cells in the pygostyle discs. In one D50 specimen, scattered TUNEL-positive cells were observed in the absence of blood vessels (*SI Appendix*, Fig. S1*A*), suggesting that cell death may precede angiogenesis, though more investigation is required to substantiate this hypothesis.

These histochemical analyses show that 1) birds form NP structures in their caudal IVDs; 2) considerable cell death begins in the center of remodeling IVDs; and 3), there is accompanying infiltration of blood vessels and extravasation of blood cells, likely including heterophils, into the fibroconnective tissue. Together, these results suggested that pygostyle fusion involves immune response, possibly associated with cell death in the center of the disc.

### RNAseq and Corroborating Analyses Indicate Inflammation.

To gauge the level of immune response and to identify other potential processes occurring during vertebral ankylosis, we performed whole transcriptome RNAseq profiling comparing remodeling pygostyle IVD tissue to free unfused caudal IVDs (four biological replicates for each condition). 

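Each library was made from polyA-selected mRNA of fusing pygostyle IVDs or of free caudal IVDs of 10-wk-old chickens, with 4 libraries per tissue. The paper names the breed as Tetra and the sample labels name it as white leghorn. The paper states that the tissue came from 8 chickens, and not whether fusing and free discs came from the same birds. The authors aligned untrimmed read pairs to the GRCg6a genome with STAR and counted them per gene without regard to strand with featureCounts, leaving out reads that map to several genes. The deposited counts are whole numbers for 24154 genes, without normalization. The counts summed to 18417470, 15842385, 13214205 and 12356953 in free replicates 1 to 4 (median 14528295). They summed to 13860448, 5682402, 11522223 and 18434459 in fusing replicates 1 to 4 (median 12691335.5), so that fusing replicate 2 was the shallowest library. The paper's Table S1 lists 91264123 reads that passed filtering for the free and 80824584 for the fusing libraries. Of these, 65.6% and 61.2% were counted on genes, and the values given here use the counted reads. Fusing and free libraries were compared with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment, whereas the authors used DESeq2. The test covered the 13639 genes that passed edgeR's filter on low counts (minimum count 10), and genes below it are given by their summed counts. A gene was called at an adjusted p under 0.05 and a fold change over 2, the limits used in the paper. Fold changes are those of fusing pygostyle over free IVDs on the log2 scale, with their standard error (SE), and expression is in CPM, counts scaled to a common library total, after TMM normalization. Leaving out each library in turn is reported where it changed a call or moved a called fold change by over 1.5 times. Named genes that overlap another gene are marked, since their counts are less certain.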

Illumina RNA sequencing was conducted, and the differentially expressed genes were analyzed by the Gene Ontology (GO) (18, 19) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) (20) predictive algorithms and by manual gene-by-gene scrutiny. The screen yielded 2,087 significantly up-regulated and 1,412 significantly down-regulated genes in pygostyle fusion relative to control tissue (>twofold, *P* < 0.05) (see Dataset S1 for the specific fold changes; see also *SI Appendix*, Table S1 and Fig. S2 for data quality control parameters). 

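At these limits, edgeR called 1797 genes up-regulated and 1315 down-regulated in fusing pygostyle IVDs (57.7% and 42.3% of the called genes). The 4 fusing libraries lay all above the 4 free libraries in 1642 of the genes called higher and all below them in 1239 of those called lower. Over all tested genes, such a separation was found upward in 19.6% and downward in 20.2%, where chance gives 1.43% each. At an adjusted p under 0.05 and any fold change, 2679 genes were higher and 2680 lower. The counts moved most when library totals replaced the TMM factors, a setting added after the data were seen, which gave 4179 genes higher and 624 lower (87.0% and 13.0%) and shifted the median of all genes by 0.69 (log2). The authors' deposited table holds 2086 genes higher and 1413 lower at the same limits. Of these, 1701 and 1221 were called in the same direction here, and no gene was called in opposite directions. Among called genes with a mean of at least 5 CPM and separated libraries, *OMD* (osteomodulin), on chromosome 12 of GRCg6a, from 3818278 to 3825445, rose most. It had 70.1 ± 35.8 CPM (SD, n = 4) in fusing pygostyle IVDs and 0.446 ± 0.531 CPM (SD, n = 4) in free IVDs, a log2 fold change of 7.26 (SE 0.64, edgeR adjusted p = 9.75e-05). Other large increases were those of *SOST*, which overlaps DUSP3, with a log2 fold change of 6.55, *FSTL5* with 6.40 and *PHEX* with 6.32. Without free replicate 3, *OMD* and *PHEX* rose by 8.42 and 8.27. *FSTL5* had counts of 0, 0, 0 and 6 in the free libraries, and without free replicate 4 it was at least 152-fold higher, taking a limit of 3 counts over the free group. The largest decrease was that of *CA9* (carbonic anhydrase 9), on chromosome Z of GRCg6a, from 9226337 to 9236346, with 0.405 ± 0.139 CPM (SD, n = 4) in fusing pygostyle IVDs and 125 ± 112 CPM (SD, n = 4) in free IVDs. Its log2 fold change was -8.29 (SE 0.75, edgeR adjusted p = 0.000102), and -7.44 without free replicate 2. *PROK2* (-7.92), *DPT* (-7.62), *LOC112532105* (-7.03, overlapping LOC112532104) and *LOC112532351* (-7.01) followed. Without fusing replicate 1 the last pair fell by 7.70 and 8.32.

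**Figure D1:**
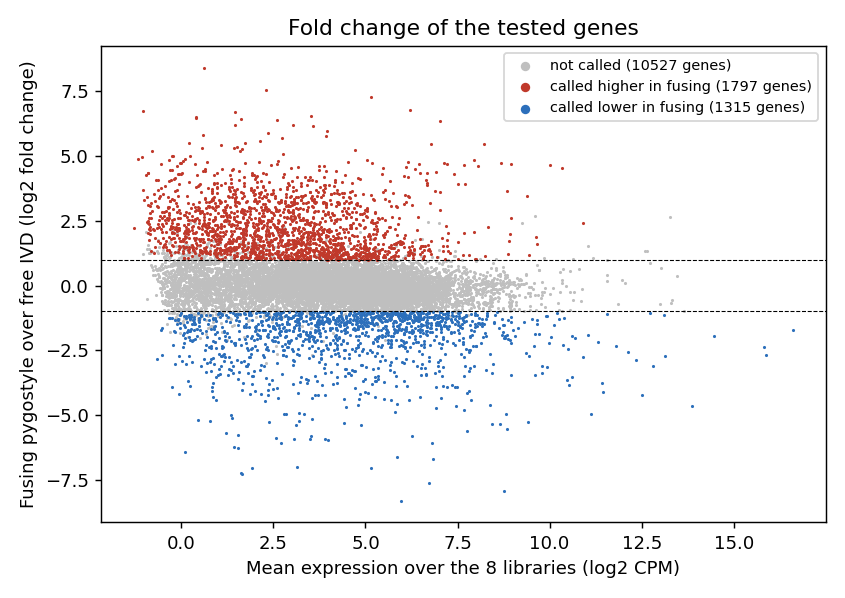
Log2 fold change of fusing pygostyle over free IVDs against mean expression (log2 CPM over 8 libraries) for the 13639 tested genes. Red points are the 1797 genes called higher, blue points the 1315 called lower, and dashed lines mark a 2-fold change in either direction.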

GO and KEGG analyses indicate that amplification of immune response is the predominant differential activity occurring in remodeling pygostyle discs (Fig. 4*A* and *SI Appendix*, Tables S2–S4 and Figs. S2–S5). 

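Tables S2 and S3 of the paper list 204 genes under 5 KEGG pathways and 15 GO biological processes. By name, 191 of them were found in the count table and 179 were tested. edgeR called 173 of these higher in fusing pygostyle IVDs, the other 6 were not called, and the median log2 fold change was 2.46. Of the tested genes of cytokine-cytokine receptor interaction, 33 of 34 were called higher, and 30 of 31 of the phagosome pathway. Among the GO processes, 31 of 33 tested genes of the immune response and all 31 of the inflammatory response were called higher. The paper drew these genes from the same libraries, so the counts show how far another test calls them and are not independent evidence. The enrichment itself was not recomputed here. The paper reads from its GO and KEGG analyses that the predominant difference in remodeling pygostyle discs is an amplified immune response.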

Upregulation of proinflammatory effectors and biomarkers involved in active inflammation was observed, including those in *IL-6*, *IL-1*, and *TNFα* pathways, and leukotriene synthesis and uptake (e.g., *LTC4SL*, *ALOX5AP*, and *SLC01B1*). 

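In leukotriene synthesis, *LTC4SL* had 3.32 ± 1.14 CPM (SD, n = 4) in fusing pygostyle IVDs and 0.254 ± 0.142 CPM (SD, n = 4) in free IVDs, a log2 fold change of 3.65 (SE 0.45, edgeR adjusted p = 0.000391). *ALOX5AP* had 14.4 ± 7.02 CPM (SD, n = 4) in fusing pygostyle IVDs and 1.65 ± 0.0595 CPM (SD, n = 4) in free IVDs, with a log2 fold change of 3.12 (SE 0.46, edgeR adjusted p = 0.000847). SLCO1B1, which the paper writes as SLC01B1, was below the filter, with 42 counts summed over the fusing and 1 over the free libraries. The ratio of its counts per library size was 31.8, with a 95% interval from 5.40 to 1285 that covers counting error only. A list of 26 IL-6, IL-1 and TNF pathway genes, set before the data were examined, was used to look at these pathways. Of its 24 tested genes, 5 were called higher and 4 lower, also when adjusted over the list alone, and the median log2 fold change was -0.029. *IL6R* had 10.6 ± 3.99 CPM (SD, n = 4) in fusing pygostyle IVDs and 1.87 ± 0.435 CPM (SD, n = 4) in free IVDs, a log2 fold change of 2.50 (SE 0.34, edgeR adjusted p = 0.000598). The others called higher were *IL18RAP* (3.92), *IL1R2* (2.97), *TNFRSF1B* (2.48) and *LITAF* (1.38). Without free replicate 3, the log2 fold changes of *IL18RAP* and *IL1R2* were 4.90 and 4.88. *SOCS3* (-1.71), *IL1R1* (-1.52), *IL1RL1* (-1.35) and *IL1RAP* (-1.28) were called lower. With library totals in place of TMM factors, *IL1R1*, *IL1RL1* and *IL1RAP* were no longer called (-0.84, -0.70 and -0.56). With the number in the sample codes as a block, *LITAF* (1.37) and *IL1RL1* (-1.05) were not called. *IL6* itself, which overlaps LOC107052553, had 2.85 ± 0.411 CPM (SD, n = 4) in fusing pygostyle IVDs and 3.69 ± 1.48 CPM (SD, n = 4) in free IVDs. Its log2 fold change of -0.39 (SE 0.32, edgeR adjusted p = 0.370) lies within the spread between libraries, and was 0.28 with library totals. IL1B, which overlaps LOC107054991, was below the filter, with 21 counts over the fusing and 11 over the free libraries.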

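*PTX3* (pentraxin 3), on chromosome 9 of GRCg6a, from 22869367 to 22874339, had 104 ± 11.4 CPM (SD, n = 4) in fusing pygostyle IVDs and 29.4 ± 18.6 CPM (SD, n = 4) in free IVDs. All 4 fusing libraries lay above the free libraries, and the log2 fold change was 1.82 (SE 0.42, edgeR adjusted p = 0.00760).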

*PTX3*, a C-reactive protein–related family member, was also up-regulated. Manual gene-by-gene scrutiny, utilizing https://www.genecards.org, revealed differentially up-regulated genes involved in heterophil/neutrophil (e.g., *CXCR1*, *MPO*, *CSF3R*, *LECT2*, *NCF1, 2*, and *4*) and monocyte/macrophage (e.g., *CAMP*, *CD163*, *CSF1R*, and *MBL2*) function. 

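Of the heterophil genes, *CSF3R*, on chromosome 23 of GRCg6a, from 4160824 to 4166381, had 98.9 ± 35.1 CPM (SD, n = 4) in fusing pygostyle IVDs and 8.28 ± 3.97 CPM (SD, n = 4) in free IVDs, a log2 fold change of 3.56 (SE 0.41, edgeR adjusted p = 0.000301). edgeR also called *CXCR1*, *NCF1* and *NCF4* higher, with log2 fold changes of 3.49, 3.44 and 4.17. *LECT2*, which overlaps LOC107054540, rose by 4.66, and by 5.25 without free replicate 1. Of the macrophage genes, *CSF1R*, on chromosome 13 of GRCg6a, from 13980059 to 13997910, had 194 ± 44.0 CPM (SD, n = 4) in fusing pygostyle IVDs and 21.2 ± 9.71 CPM (SD, n = 4) in free IVDs, a log2 fold change of 3.19 (SE 0.31, edgeR adjusted p = 0.000146). *CAMP* rose by 4.67 and *CD163* by 4.06. MBL2 was below the filter, with 39 counts over the fusing and 4 over the free libraries. Marker lists that were set before the data were examined were tested as a whole with limma's camera. Of 16 tested heterophil markers, 15 were called higher and *EXFABP* (-3.53) lower, with the same counts when adjusted over the list alone. Their median log2 fold change was 4.23 (camera adjusted p = 2.60e-08). All 9 tested granulocyte precursor markers were called higher in both adjustments, with a median of 3.90 (camera adjusted p = 2.49e-06), and 4.81 without free replicate 1. In both adjustments, 13 of 14 macrophage markers were called higher, with a median of 2.61 (camera adjusted p = 2.60e-08). The paper itself names 10 of the 16 heterophil, 7 of the 9 granulocyte precursor and 5 of the 14 macrophage markers from these libraries or its other assays, so the tests of these lists are not independent evidence. Over all cell types and processes, 17 of 22 marker lists passed camera, and the same 17 passed limma's fry. The number that passed camera moved most with limma-voom, to 15.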

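Marker lists of other blood cells, set before the data were examined, were tested in the same way. Of 13 tested T cell markers, 8 were called higher and 12 when adjusted over the list alone. Their median log2 fold change was 1.79 (camera adjusted p = 0.000139). Of 9 dendritic cell markers, 7 were called higher in both adjustments, with a median of 2.34 (camera adjusted p = 0.000144). The 3 tested eosinophil markers were called higher in both adjustments, with a median of 3.53 (camera adjusted p = 0.0239). The eosinophil list no longer passed with limma-voom (adjusted p = 0.0769), without free replicate 3 (0.0516) or with library totals (0.138), where its median was 3.75, 3.27 and 4.23. Without free replicate 1 its median was 4.42. Of 8 markers of thrombocytes, the avian counterpart of platelets, 5 were called higher and 6 when adjusted over the list alone. Their median was 2.17 (camera adjusted p = 0.000113). Of 9 B cell markers, 7 were called higher in both adjustments, with a median of 2.82 (camera adjusted p = 0.000194). The paper names 6 of the 13 T cell, 5 of the 9 dendritic cell, 1 of the 3 eosinophil, 4 of the 8 thrombocyte and 6 of the 9 B cell markers, so these tests are not independent of its gene lists, while it names no gene of the erythroid list. The erythroid list did not pass, with a median of 1.12 (camera adjusted p = 0.102). edgeR called 1 of its 13 tested genes, *TSPO2* (1.76), and none when adjusted over the list alone, while 5 had an unadjusted p under 0.05, DESeq2 called 4 and limma-voom 2. *TSPO2*, which overlaps LOC107055182, was no longer called without free replicate 3 (1.47) or 4 (1.56), without fusing replicate 2 (1.33) or 4 (1.70), or with the number in the sample codes as a block (1.03). The erythroid list passed with the replicate number in the titles as a block (median 1.13, adjusted p = 0.0104). It also passed without free replicate 1 (1.38, adjusted p = 0.0324), free replicate 2 (1.36, 0.0472) or fusing replicate 3 (1.35, 0.0247).

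**Figure D2:**
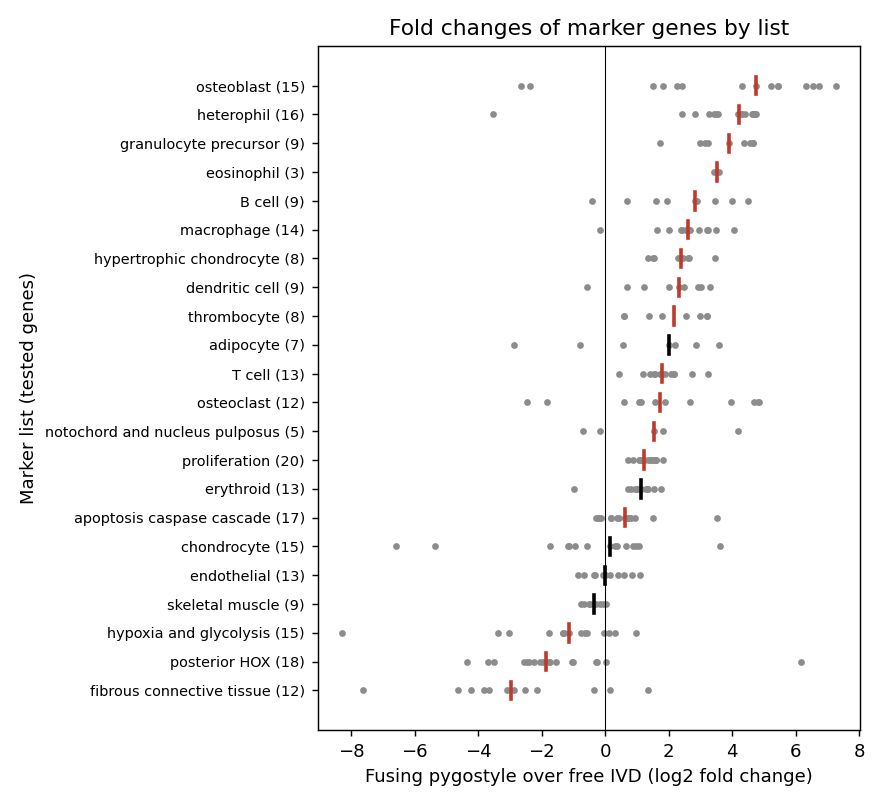
Log2 fold change of fusing pygostyle over free IVDs for each tested gene (grey points) of the 22 marker lists, with the number of tested genes in brackets. Bars are medians, red where the camera adjusted p is under 0.05 and black otherwise; heterophil markers lie above 0 except 1 gene, and fibrous connective tissue markers lie mostly below 0.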

Transcripts predominantly expressed in T cells, dendritic cells, eosinophils, or platelets were also well represented. Evidence of phagocytosis, a primary function of neutrophils and macrophages, was observed with upregulation of *SYK*, *NCKAP1L*, *ITG2*, *S100A9*, and *RAC2*, among others (*SI Appendix*, Table S2). 

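All 5 of these genes were called higher by edgeR. *NCKAP1L* had 48.7 ± 16.3 CPM (SD, n = 4) in fusing pygostyle IVDs and 5.36 ± 1.43 CPM (SD, n = 4) in free IVDs, a log2 fold change of 3.17 (SE 0.30, edgeR adjusted p = 0.000135). *ITGB2*, taken here as the gene written ITG2, had 103 ± 35.8 CPM (SD, n = 4) in fusing pygostyle IVDs and 12.1 ± 3.96 CPM (SD, n = 4) in free IVDs, with a log2 fold change of 3.07 (SE 0.35, edgeR adjusted p = 0.000271). *SYK*, which overlaps LOC112530679, rose by 3.64 and *RAC2* by 3.67. *S100A9* rose by 4.62, and by 5.38 without free replicate 1.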

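Of 21 complement and coagulation genes that the supplement lists as higher, 19 were tested and 18 were called higher, with a median log2 fold change of 3.16. *C3* had 22.6 ± 15.4 CPM (SD, n = 4) in fusing pygostyle IVDs and 2.39 ± 1.41 CPM (SD, n = 4) in free IVDs, a log2 fold change of 3.22 (SE 0.55, edgeR adjusted p = 0.00176). *F8* rose by 3.31 and *PLG* by 3.64. *F8* rose by 3.99 without free replicate 3, and *PLG* by 4.33 without free replicate 1. *CSMD2* was not called (log2 fold change 0.97, SE 0.39, edgeR adjusted p = 0.0756), but was without free replicate 3 (1.22) and with library totals (1.61). The 5 complement genes listed as lower were all called lower, among them *VTN* (-4.29), *SERPING1* (-1.45), which overlaps UBE2L6 and YPEL4, *C1S* (-1.24) and *C1R* (-1.04). *C1R* was no longer called without free replicate 1 (-0.99), free replicate 4 (-0.97), fusing replicate 1 (-0.88) or fusing replicate 4 (-0.95). *C1R* was also not called with upper-quartile factors (-0.94) or by DESeq2 with shrunken fold changes, where it fell by 1.00. With library totals, *SERPING1* (-0.77), *C1S* (-0.52) and *C1R* (-0.36) were not called. Of 26 osteogenesis genes that the supplement lists as higher, 23 were tested, 21 were called higher and 2 lower, with a median log2 fold change of 3.28. *BGLAP* (osteocalcin) had 216 ± 189 CPM (SD, n = 4) in fusing pygostyle IVDs and 4.86 ± 1.83 CPM (SD, n = 4) in free IVDs, with a log2 fold change of 5.46 (SE 0.81, edgeR adjusted p = 0.000897). *IFITM5* had 69.3 ± 25.7 CPM (SD, n = 4) in fusing pygostyle IVDs and 2.60 ± 0.549 CPM (SD, n = 4) in free IVDs, with a log2 fold change of 4.74 (SE 0.32, edgeR adjusted p = 6.21e-05). *IBSP* rose by 5.45, *MEPE* by 5.24 and the osteoclast gene *SIGLEC15* by 4.68, and without free replicate 3 by 7.12, 6.94 and 6.07. The genes called lower were *COL1A1*, with a log2 fold change of -2.66 (SE 0.45, edgeR adjusted p = 0.00171), and *SPARC*, with -1.93 (SE 0.30, edgeR adjusted p = 0.00105). *BMP3* rose by 3.28 and *BMP5* by 2.20 (2.81 without free replicate 4). The counts of called genes over these supplement lists were the same when adjusted over the list alone, which is not independent evidence since the paper chose them on these libraries. Of 15 osteoblast markers on a list set before the data were examined, 11 were called higher and 2 lower, or 12 and 2 when adjusted over the list alone. Their median was 4.74 (camera adjusted p = 2.49e-06), and 5.40 without free replicate 3. Of 12 osteoclast markers, 7 were called higher and 2 lower, or 9 and 2 when adjusted over the list alone, with a median of 1.72 (camera adjusted p = 0.00113). The paper names 12 of these osteoblast and 6 of these osteoclast markers, so the tests are not independent evidence.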

Notably, multiple members of complement and coagulation cascades were up-regulated, as well as osteogenesis-specific genes, such as *BMP* pathway members, *WNT* family members and their antagonists, and genes critical to osteoblast and osteoclast differentiation and function (*SI Appendix*, Table S6). Also noteworthy was upregulation of genes involved in necroptosis, including *RIPK3*, *MLKL*, and upstream toll-like receptors.

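*MLKL*, on chromosome 11 of GRCg6a, from 1886606 to 1890948, was weakly expressed, with 1.20 ± 0.405 CPM (SD, n = 4) in fusing pygostyle IVDs and 0.106 ± 0.116 CPM (SD, n = 4) in free IVDs. The log2 fold change was 3.37 (SE 0.60, edgeR adjusted p = 0.00228), and 4.22 without free replicate 2. Of 7 tested genes other than toll-like receptors that act upstream of the RIPK3 and MLKL complex, none was called by edgeR, DESeq2 or limma-voom. At an unadjusted p under 0.05, edgeR found 2, *CASP8* (0.73) and *TNFRSF1A* (-0.76), which are named here because of these values. In the authors' deposited table both changed by less than 2-fold. *CASP8* was at 0.66 there (DESeq2 adjusted p = 0.0396) and *TNFRSF1A* at -0.75 (DESeq2 adjusted p = 2.27e-08). The median log2 fold change of the 7 genes was -0.030. The list was not split into genes that promote and genes that restrain necroptosis, so its median does not measure upstream activation. With library totals, *CASP8*, which overlaps CASP18, was called higher (1.43).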

**Fig. 4.**
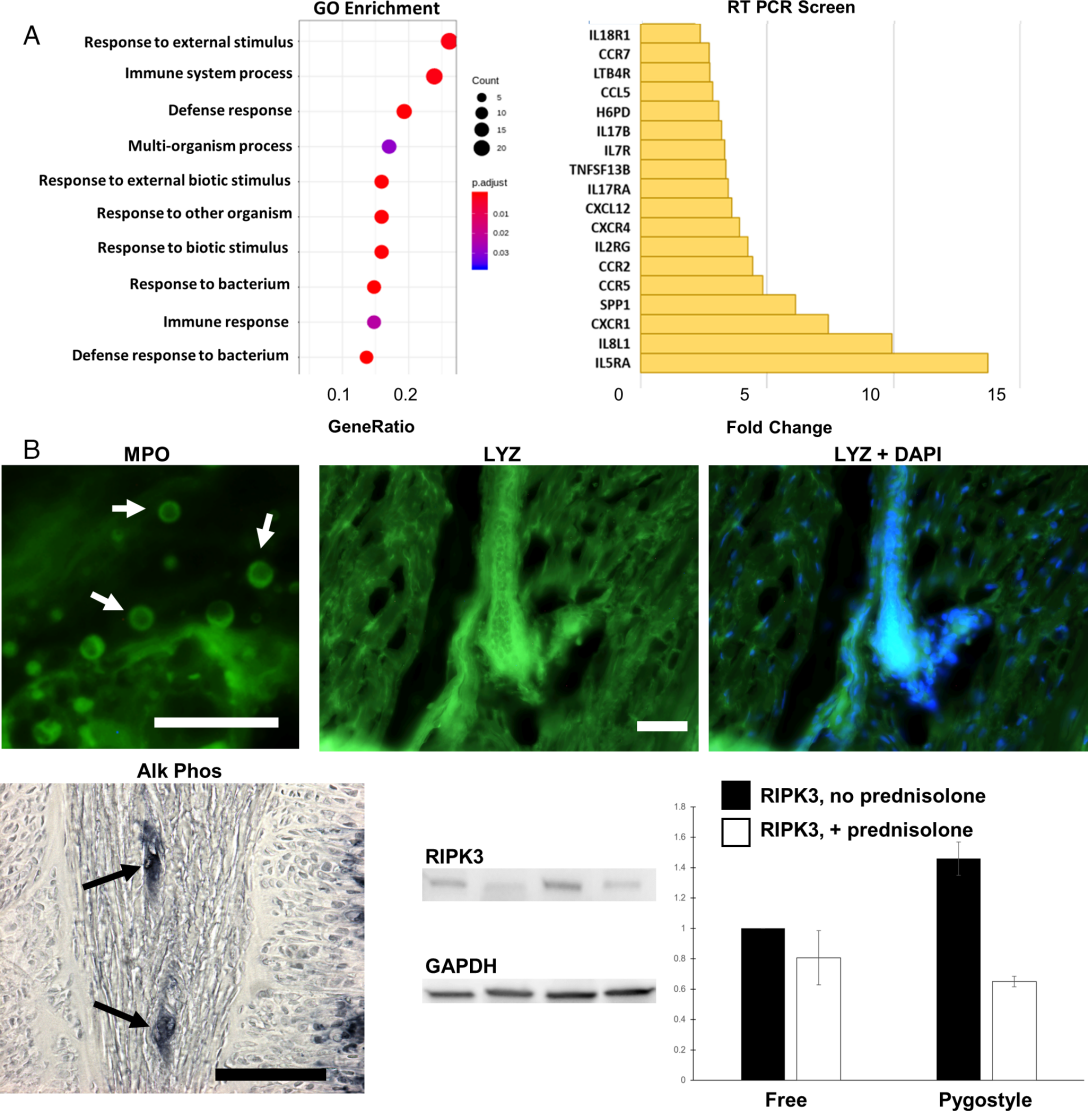
RNAseq data, supported by RT-PCR and protein analyses. (*A*) *Left*, all top 10 GO biological processes from the RNAseq profiling are immune-specific (*SI Appendix*, Table S3). *Right*, Profiler^2^ RT-PCR screen of chicken cytokines and chemokines, up-regulated genes. All RT-PCR differentially expressed genes were also differentially expressed in the RNAseq data. (*B*) Corroboration of the RNAseq data at the protein level. *Top*, IHC of MPO (myeloperoxidase; scale bar, 50 µm) and LYZ (lysozyme; scale bar, 50 µm) immunostaining of D50 chicken pygostyle IVD cryosections. DAPI nuclei stain with LYZ staining emphasizes detection of LYZ within blood vessels. *Bottom:* *Left*, AP activity stain of a D50 fusing pygostyle disc cryosection (scale bar, 200 µm); *Right*, anti-RIPK3 western blot and corresponding bar graph, showing that RIPK3 is more highly expressed in fusing pygostyle discs than in free discs, and its expression is inhibited upon prednisolone treatment.

To affirm the integrity of our RNAseq results, we conducted RT-PCR arrays on fusing chicken pygostyle tissue using the Chicken RT^2^ Profiler system (Fig. 4*A* and *SI Appendix*, Table S5). Of the screen’s 96 cytokine and chemokine markers, 18 genes were significantly up-regulated and 11 significantly down-regulated (>twofold, *P* < 0.05) compared to free IVD controls. Up-regulated genes were enriched for heterophil, eosinophil, monocyte, and T cell function, osteogenesis, and overall enhanced immune response. 

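The RT-PCR arrays used tissue of other birds than the RNAseq, so their genes were not chosen on these libraries. Of the 29 genes that Table S5 lists as changed, 28 were found by name in the count table and 25 were tested, while LTB4R was not analysed here. edgeR called 17 in the direction of the arrays, 12 higher and 5 lower, and called no gene in the other direction. Of the 8 genes not called, *H6PD* (0.58, edgeR adjusted p = 0.0295) and *IL16* (-0.96, 0.0212) changed by less than 2-fold with an adjusted p under 0.05. *IL16*, which overlaps LOC415472, was called without free replicate 2 (-1.12) or 3 (-1.07), without free replicate 1, where it fell by 1.00, and without fusing replicate 3 (-1.02) or 4 (-1.07). *IL7R* (1.74, adjusted p = 0.0582) was called by DESeq2 (1.75), without free replicate 2 (2.34) or fusing replicate 3 (2.04), and with the replicate number as a block (1.79). *TNFSF13B* (1.27, 0.136) was called with the same block (1.40), and *IL18R1* (0.90, 0.0660) without fusing replicate 3 (1.06). *TNFSF4*, which overlaps LOC101749424, had a log2 fold change of -1.25 (edgeR adjusted p = 0.248). The log2 fold change of *CX3CL1* was 0.28 (SE 0.61, edgeR adjusted p = 0.754), whereas the paper's array value is -2.5 (fold). Without free replicate 1 or 2, *CX3CL1* was at -0.0084 and -0.046. CCL5, CSF3 and CSF2 were below the filter, with 119, 3 and 0 counts over the fusing and 10, 1 and 2 over the free libraries. Across the 25 genes, which are not independent replicates, array and RNAseq log2 fold changes correlated with Pearson's r of 0.886 and Spearman's rho of 0.920. The permutation p was 1e-05 for each, the smallest that 100000 resamples can give, and Benjamini-Hochberg adjustment over both left it at 1e-05. The setting that moved rho most was the number in the sample codes as a block, with 0.815.

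**Figure D3:**
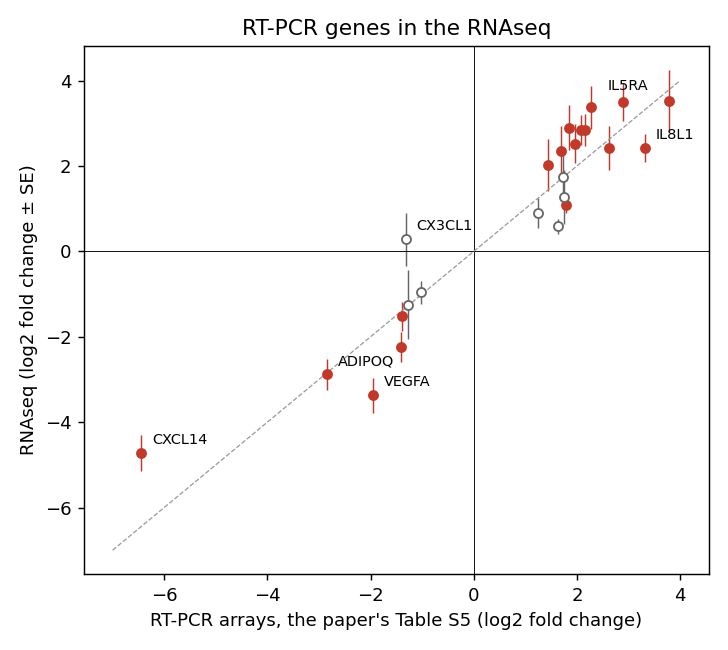
RNAseq log2 fold change (± SE) against the RT-PCR log2 fold change of the paper's Table S5 for 24 of the 25 genes, both of fusing pygostyle over free IVDs. Filled red points were called by edgeR, open points were not, and the dashed line marks equal values; *CX3CL1* lies below 0 in the arrays and above 0 in the RNAseq.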

All markers identified as either significantly up- or down-regulated in the RT-PCR arrays were also significantly differentially expressed in the RNAseq profiling, supporting the validity of the transcriptome data.

To confirm the RNAseq data at the protein level, and to substantiate key aspects of the fusion process, we tested for proteins associated with neutrophils and necroptosis (Fig. 4*B* and *SI Appendix*, Fig. S1). Myeloperoxidase (MPO), a marker for activated mammalian neutrophils, was observed in cells consistent in size with heterophils (8 to 10 µm diameter) in the fibroconnective tissue of fusing pygostyle IVDs, within or near blood vessels. Lysozyme (LYZ), a protein highly expressed in mammalian neutrophils and chicken heterophils (21, 22), was also observed in the fibroconnective tissue, in blood cells within blood vessels. 

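*MPO*, on chromosome 19 of GRCg6a, from 615892 to 629270, had 390.0 ± 226 CPM (SD, n = 4) in fusing pygostyle IVDs and 26.0 ± 29.4 CPM (SD, n = 4) in free IVDs. Its log2 fold change was 3.90 (SE 0.91, edgeR adjusted p = 0.00844), a 14.9-fold increase. The libraries overlapped, since fusing replicate 3 had a lower value than free replicate 1. Without free replicate 1 the log2 fold change was 5.08. *MPO* overlaps LOC107054775. *LYZ*, on chromosome 1 of GRCg6a, from 35542896 to 35546583, had 83.2 ± 34.0 CPM (SD, n = 4) in fusing pygostyle IVDs and 4.06 ± 3.87 CPM (SD, n = 4) in free IVDs. The log2 fold change of *LYZ* was 4.29 (SE 0.68, edgeR adjusted p = 0.00124), a 19.6-fold increase, and all 4 fusing libraries lay above the free libraries. Without free replicate 1 the log2 fold change was 5.11. *LYZ* overlaps LOC107052751.

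**Figure D4:**
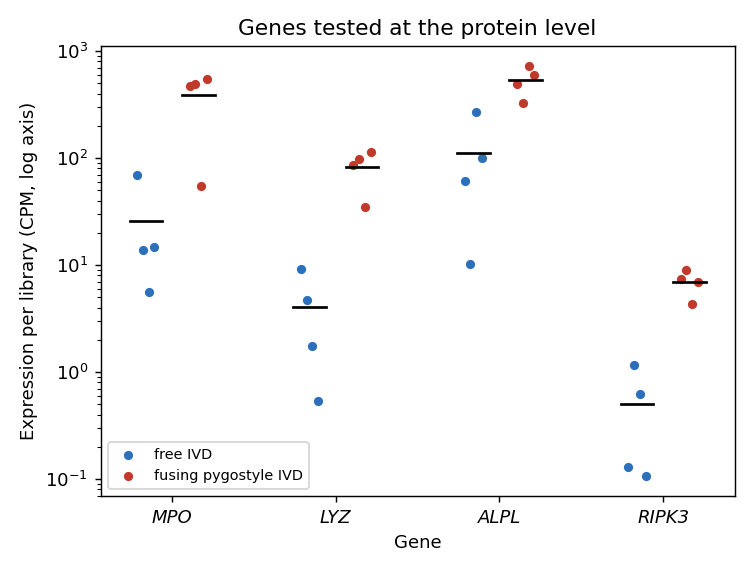
Expression (CPM after TMM normalization, log axis) of *MPO*, *LYZ*, *ALPL* and *RIPK3* in each of the 4 free (blue) and 4 fusing pygostyle (red) libraries; horizontal lines are means. The groups are separate for *LYZ*, *ALPL* and *RIPK3* and overlap for *MPO*.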

MPO and LYZ are among the most differentially up-regulated genes in our RNAseq (11.0- and 16.4-fold, respectively). Neither were found in free IVDs, consistent with the lack of blood vessels in these nonfusing discs (*SI Appendix*, Fig. S1). 

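*ALPL*, which encodes tissue-nonspecific alkaline phosphatase, lies on chromosome 21 of GRCg6a, from 6603235 to 6609223. It had 535 ± 166 CPM (SD, n = 4) in fusing pygostyle IVDs and 111 ± 114 CPM (SD, n = 4) in free IVDs, and all 4 fusing libraries lay above the free libraries. The log2 fold change was 2.27 (SE 0.76, edgeR adjusted p = 0.0407), and 3.22 without free replicate 3. The call was lost without free replicate 1 (2.06) or 4 (2.22), and without any 1 of the fusing libraries, where the log2 fold change lay between 2.08 and 2.44.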

Alkaline phosphatase (AP), up-regulated in our RNAseq, is an enzyme expressed in myeloid lineage blood cells (including neutrophils, monocytes, platelets, and other innate immune cells) (23, 24). AP activity was observed within blood vessels in the fibroconnective tissue by NBT/BCIP staining (Fig. 4*B*). 

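*RIPK3*, on chromosome 11 of GRCg6a, from 2633561 to 2658191, had 6.92 ± 1.91 CPM (SD, n = 4) in fusing pygostyle IVDs and 0.508 ± 0.504 CPM (SD, n = 4) in free IVDs. This is a log2 fold change of 3.76 (SE 0.60, edgeR adjusted p = 0.00131), or a 13.6-fold increase, and the 4 fusing libraries lay above the free libraries. Without free replicate 2 the log2 fold change was 4.57.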

To test for necroptosis-specific proteins, we analyzed RIPK3 expression, up-regulated 12.3 fold in the RNAseq, by western blot. RIPK3 protein was found to be differentially up-regulated 1.5-fold in pygostyle fusing discs compared to free discs (Fig. 4*B*). These protein-specific analyses support the RNAseq and microarray data, and together these implicate sterile inflammation involving necroptosis.

### Corticosteroid Treatment Inhibits Ankylosis.

We inhibited inflammation with prednisolone, a corticosteroid. Prednisolone was orally administered to chickens from 3 to 8 wk posthatch, spanning the timeframe of fusion of the distalmost pygostyle disc. Substantiating our hypothesis that inflammation drives pygostyle fusion, 57% (8 out of 14 total) of prednisolone-treated birds at the 8-wk timepoint failed to fuse their distalmost pygostyle IVD, compared to 100% fusion from 6 wk onward in the untreated controls (n = 2 at 6 wk, n = 2 at 7 wk, and n = 4 at 8 wk) (Fig. 5*A*; of note, of the dozens of pygostyles we have analyzed at D49 to D56 in past years, all had complete fusion of the two distalmost pygostyle vertebrae). This result demonstrates a previously undocumented phenomenon in which inflammation drives a normal musculoskeletal developmental event. Treated birds exhibited the normal timeframe for other developmental events, including feather maturation and sexual traits. No pygostyle fusion differences were observed between males and females.

**Fig. 5.**
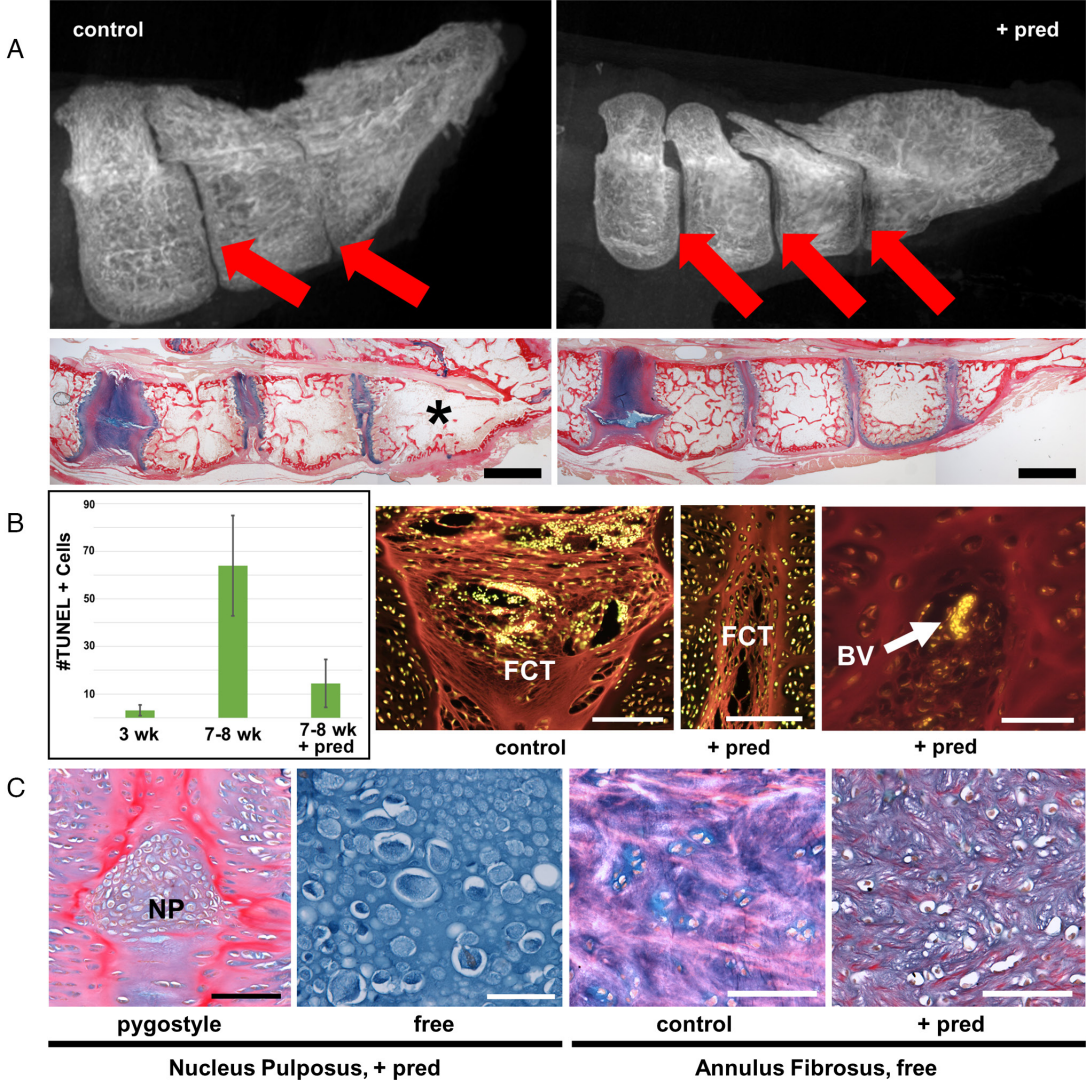
Prednisolone inhibits pygostyle fusion. Chicken, panels in sagittal view, distal to the *Right*. (*A*) Ankylosis inhibition. *Top*, microCT of 8-wk-old control (*Left*) and prednisolone-treated (*Right*) pygostyles. Red arrows indicate IVDs. Below, corresponding ABPRH-staining of the same respective conditions; the asterisk indicates the fused distalmost IVD region; scale bar’s, 2 mm. Note that pygostyle discs are thinner than free vertebrae discs. (*B*) Prednisolone inhibition of cell death and inflammatory events. *Left*, TUNEL analysis of (*Left* to *Right*) 3-wk-old controls, 7- to 8-wk controls, and 7- to 8-wk prednisolone-treated IVDs. In the next three panels (all at 8 wk of age), compared to untreated controls (*Left*, Scale bar, 100 µm), prednisolone treatment (for 5 wk) inhibits FCT expansion (*Middle*, Scale bar, 100 µm) and blood cell extravasation into the FCT (*Right*, Scale bar, 50 µm); eosin/SYTOX green staining; images show red-stained FCT below the NP and green/yellow-stained nuclei. (*C*) Prednisolone effects on NP viability and debris clearance. Prednisolone treatment preserves NP cells in both pygostyle and free discs in the 8-wk-old pygostyle (*Left* 2 panels; compare to the acellular chicken NP in Fig. 2*A*; scale bar’s 100 µm and 50 µm, respectively); ABPRH staining. Prednisolone treatment (7 wk of age/4 wk prednisolone) also causes accumulation of cell debris in free caudal IVDs in AF tissue compared to 7-wk-old controls (*Right* 2 panels); ABPRH staining; scale bar’s 100 µm.

Prednisolone treatment caused anti-inflammatory-type effects and influenced other events in tail maturation. Anti-inflammatory changes in the fibroconnective tissue included reduced tissue expansion, reduced accumulation of blood vessels below the NP, and inhibited extravasation of blood cells into the tissue (Fig. 5*B*). Cell death inhibition in the fibroconnective tissue (by 4.5-fold) was observed by TUNEL (Fig. 5*B*) and corroborated by inhibition of RIPK3 expression with prednisolone treatment (Fig. 4*B*). Together with the significant increase in *RIPK3* and *MLKL* expression in our RNAseq, these findings suggest that necroptosis is the predominant mechanism of cell death. Of note, in controls, the NP was acellular by 6 wk of age. However, in 8-wk prednisolone-treated birds, viable NP cells were observed throughout the entire tail (Fig. 5*B* and *SI Appendix*, Fig. S1). In addition, buildup of cellular detritus was evident in the AF of free caudal IVDs (Fig. 5*B*). Prednisolone, therefore, affected multiple normal maturational events in posthatch tail development.

## Discussion

Vertebral fusion of the bird tail necessitates that the pygostyle IVDs are remodeled to bone. Since multiple discrete disc structures are involved in this process, we followed the development and morphogenetic changes in these structures from hatching to the completion of fusion. Our surprising findings lend insight into avian evolution and postnatal spine maturation.

Early in our investigation, we found that chicken caudal IVDs and mammalian IVDs follow the same overall developmental and architectural plan, including NP formation. By following the fate of the notochord, we confirmed true notochord-derived NPs in the tail. NPs have been identified in numerous living and extinct amniote groups, including nonavian dinosaurs (10). Their presence in paleognathous and neognathous birds corroborates the concept that the ancestral amniote vertebral joint formed with a central NP (25). A likely scenario is that the avian tail has retained the ancestral disc development program, whereas the more anterior regions of the vertebral column have lost the NP as a result of subsequent adaptations.

Several inflammatory-like phenomena observed in the histological survey, particularly the presence of heterophils, implied that inflammatory response was involved in pygostyle fusion. Classically, inflammation is the immune response to disease or trauma, often initiated by cell death, involving angiogenesis, recruitment and extravasation of immune cells to the target site, and upregulation of proinflammatory effectors. Analogously, here we observe substantial cell death in the intervertebral fibroconnective tissue and AF, coevident with angiogenesis and extravasation of immune cells, including heterophils, into the connective tissue, all consistent with inflammation. Also consistent with inflammation is the extensive upregulation of proinflammatory genes as indicated in our RNAseq profiling. Results indicate strong genetic signatures for activated phagocytosing neutrophils (heterophils in this case) and monocytes/macrophages, as well as upregulated genes involved in T lymphocyte, eosinophil, dendritic cell, and platelet function, providing additional evidence of a robust inflammatory response.

Pygostyle fusion, however, is a developmental process, and inflammation is rare in development. There is also no evidence of neutrophils or inflammatory response in normal endochondral ossification (26) (*SI Appendix*, Fig. S6*A*). Developmental roles for macrophages and macrophage-related cells have been identified, including synaptic pruning, interdigital tissue removal, and the remodeling of cartilage models to bone (27, 28), though these processes generate a neutral or anti-inflammatory transcriptional signature (29).

More comparable developmental processes are formation of the external egg anchoring plug in ricefishes (30) and mammalian embryo implantation (31), both with proinflammatory cascades and evidence of neutrophil involvement. A significant commonality shared among these processes and pygostyle fusion is vascular remodeling lured by tissue damage or death. Blood vessels infiltrate the forming ricefish egg plug upon egg fiber-mediated tissue damage (30); uterine-trophoblast contact-mediated tissue damage initiates a uterine capillary network around the implanting mammalian embryo (31, 32); and blood vessels elaborate beneath the NP in pygostyle fusion, associated with fibroconnective tissue cell death. A major function of inflammation in vertebrates is to bring blood vessels and immune cells to sites of pathology, and for these three postnatal processes, their need for angiogenesis is met by inflammation. Our collective data, providing multiple lines of evidence that show sterile inflammation underlies pygostyle fusion, expand the known roles of inflammation in development.

MPO and LYZ staining in fusing disc tissue further substantiate heterophil phagocytic activity. In mammals and zebrafish, MPO and LYZ are concentrated in neutrophil granules, which are released upon targeting of neutrophils to the site of inflammation (33). In chicken heterophils, LYZ is highly expressed but MPO expression is controversial (34, 35), possibly due to sampling differences. We examined active heterophils in tissue, but most studies involve blood-isolated circulating heterophils. One theory posits that avian heterophils lack MPO and thus only minimally rely on oxidative mechanisms during inflammatory response (36). Our RNAseq data, however, show upregulation not just of *MPO* but also *CYBA*, *CYBB*, *NCF2*, *NCF4*, and *RAC2* genes specific for neutrophil oxidative burst. 

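*CYBB*, on chromosome 1 of GRCg6a, from 114457427 to 114490482, had 40.4 ± 20.3 CPM (SD, n = 4) in fusing pygostyle IVDs and 4.18 ± 2.01 CPM (SD, n = 4) in free IVDs, a log2 fold change of 3.24 (SE 0.51, edgeR adjusted p = 0.00114). *CYBA*, on chromosome 11 of GRCg6a, from 18419385 to 18421607, had 41.2 ± 14.5 CPM (SD, n = 4) in fusing pygostyle IVDs and 19.3 ± 4.18 CPM (SD, n = 4) in free IVDs. Its log2 fold change was 1.10 (SE 0.27, edgeR adjusted p = 0.0101), and it was no longer called without free replicate 2 (0.99) or fusing replicate 4 (0.87).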

Our study and others (37, 38) indicate that similar to mammalian neutrophils, the release of reactive oxygen species is a significant factor of avian heterophil function.

*RIPK3* and *MLKL* upregulation indicates necroptosis, which likely accounts for the cell death we observed in fibroconnective tissue and AF cartilage. 

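*TLR4*, on chromosome 17 of GRCg6a, from 3939010 to 3944463, had 15.0 ± 7.01 CPM (SD, n = 4) in fusing pygostyle IVDs and 1.71 ± 0.531 CPM (SD, n = 4) in free IVDs, a log2 fold change of 3.14 (SE 0.41, edgeR adjusted p = 0.000465). *TLR3*, on chromosome 4 of GRCg6a, from 61315978 to 61324350, overlaps FAM149A and had 4.44 ± 1.27 CPM (SD, n = 4) in fusing pygostyle IVDs and 1.46 ± 0.683 CPM (SD, n = 4) in free IVDs, a log2 fold change of 1.61 (SE 0.39, edgeR adjusted p = 0.00960).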

Toll-like receptors *TLR3* and *TLR4*, upstream inducers of necroptosis in mammals (39), were also up-regulated. RIPK3 and MLKL form the necrosome complex that increases plasma membrane permeability in affected cells, ultimately leading to cell death. Necroptosis, unlike apoptosis, can elicit an inflammatory response (40). Accordingly, the caspase-specific cascade typical of classic apoptosis is not observed in our RNAseq data. 

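A list of 17 caspase cascade genes, set before the data were examined, was tested as a whole. Of these, 2 were called higher by edgeR, also when adjusted over the list alone. They were *CASP18*, with a log2 fold change of 3.53 (SE 0.44, edgeR adjusted p = 0.000381), and *BID*, with 1.50 (SE 0.21, edgeR adjusted p = 0.000667). *CASP18* overlaps CASP8. The median log2 fold change of the list was 0.62, and 13 of the 17 genes lay above 0. The list passed camera (adjusted p = 0.0239) and fry (adjusted p = 0.00194).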

Necroptosis is involved in multiple inflammatory pathologies and is actively suppressed during embryonic development (39). Evidence of necroptosis in pygostyle fusion indicates that this form of cell death can operate in postnatal development.

Our corticosteroid functional analysis provides additional confirmation of the driving force of inflammation in disc remodeling and ankylosis. Corticosteroids are potent anti-inflammation drugs that suppress the immune system by sequestering and inhibiting T lymphocytes, inhibiting cytokine and lymphokine production, and inhibiting leukocyte migration (41), including extravasation of neutrophils into inflamed tissue (42). In bone, corticosteroids inhibit osteogenesis and delay bone fracture healing (43, 44), due to their impacts on the immune system and the balance of osteoblast and osteoclast-derived bone homeostasis (45). In this study, prednisolone’s anti-inflammatory effects were evidenced by inhibition of cell death, connective tissue expansion, infiltration of blood vessels into that tissue, and subsequent extravasation of blood cells. Inhibiting ankylosis was likely a downstream consequence of inflammation suppression and the effects of prednisolone on osteoblast and osteoclast function. Prednisolone treatment also impeded the clearance of AF cellular debris and resulted in retention of viable NP cells throughout the tail. The mechanisms responsible for these latter phenomena are unclear, but AF detritus buildup is likely due to inhibition of phagocytosis. Interestingly, in mice engineered without macrophages, capillaries in the retina that would normally undergo apoptosis instead are retained (reviewed in ref. 27), providing another example of tissue preservation upon immune system inhibition. In another relevant study, mice engineered to overexpress Sonic Hedgehog (SHH) in the NP failed to fuse their sacral vertebrae, suggesting a link between the NP and vertebral fusion (46). Investigation of the effects of corticosteroids on vertebral fusion in other axial regions is a focus of our ongoing studies.

We questioned whether any parallels could be drawn between pygostyle fusion and pathological instances of inflammation-driven osteogenesis, such as the disease ankylosing spondylitis and bone fracture repair. Comparisons with the PGISp ankylosing spondylitis mouse model (47), for example, show noteworthy overlap with our RNAseq data (*SI Appendix*, Table S6). In particular, neutrophil-enriched genes, complement, toll-like receptor signaling, and equivalent cytokines/chemokines are shared, although *WNT* signaling was distinctly different.

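Of 7 toll-like receptor genes, 6 were called higher in fusing pygostyle IVDs and 1 lower, with a median log2 fold change of 2.83. *TLR7*, which overlaps PRPS2, rose by 3.61, *TLR21* by 3.02 and *TLR5* by 1.39. *TLR15* rose by 3.96 without free replicate 3 and is the gene at the median. *TLR2A* was called lower (-1.43), but not with library totals (-0.69). Of the WNT pathway genes that the supplement lists as higher, 5 were tested and all were called higher, with a median log2 fold change of 3.55. *DKK1* rose by 6.19 (SE 0.60, edgeR adjusted p = 0.000138), and by 7.98 without free replicate 3. *WNT5B* rose by 2.54 (3.53 without free replicate 3) and *LGR5* by 3.33 (2.33 without fusing replicate 1). WNT9B was below the filter, with 39 counts over the fusing and 2 over the free libraries, a ratio per library size of 14.8 with a 95% counting interval from 3.82 to 126. Of the 3 genes listed as lower, *WNT5A* (-1.73) and *WNT9A* (-2.71) were called. *WNT1* was not, with a log2 fold change of -0.89 (SE 0.33, edgeR adjusted p = 0.0617), but was without free replicate 3 (-1.06) or fusing replicate 3 (-1.16).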

With bone fracture healing, we observe more numerous similarities. Direct comparisons of our RNAseq data and bone fracture healing mouse transcriptomes (48) show considerable overlap of inflammatory and osteogenesis genes (*SI Appendix*, Fig. S6). 

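*C5AR1* had 7.94 ± 2.64 CPM (SD, n = 4) in fusing pygostyle IVDs and 0.662 ± 0.129 CPM (SD, n = 4) in free IVDs, a log2 fold change of 3.55 (SE 0.34, edgeR adjusted p = 0.000130). *CD55* had 70.0 ± 26.8 CPM (SD, n = 4) in fusing pygostyle IVDs and 28.1 ± 10.6 CPM (SD, n = 4) in free IVDs, a log2 fold change of 1.31 (SE 0.34, edgeR adjusted p = 0.0145), and was not called with the number in the sample codes as a block (0.85). Chickens have a pair of genes related to IL8. *IL8L1* had 1.41 ± 0.261 CPM (SD, n = 4) in fusing pygostyle IVDs and 0.257 ± 0.0580 CPM (SD, n = 4) in free IVDs, a log2 fold change of 2.42 (SE 0.33, edgeR adjusted p = 0.000625). IL8L2 was below the filter, with 104 counts over the fusing and 11 over the free libraries.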

Diagnostic biomarkers of fracture repair are observed in pygostyle fusion, including *CD55*, *TLR4*, *IL6R*, *IL8*, and *C5AR1* (49). Complement and coagulation cascades are shared features, as are upregulation of metalloproteinases, changes in collagen isotypes (50), differentiation and subsequent cell death of hypertrophic chondrocytes, and inhibition by prednisolone (51). 

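Of 20 tested genes for metalloproteinases and their inhibitors, 3 were called higher and 2 lower by edgeR, with a median log2 fold change of 0.39. *MMP13* had 1229 ± 289 CPM (SD, n = 4) in fusing pygostyle IVDs and 112 ± 163 CPM (SD, n = 4) in free IVDs, a log2 fold change of 3.45 (SE 1.13, edgeR adjusted p = 0.0370), and 5.24 without free replicate 3. Its call was lost without free replicate 1 (3.06) or 4 (3.32), and without any 1 of the fusing libraries (3.25 to 3.53). *ADAM19* rose by 3.42, and by 4.15 without free replicate 1. *ADAM33*, which overlaps LOC112532265, rose by 3.14. *MMP23B* (-2.94) and *ADAMTS1* (-2.19) were called lower, *ADAMTS1* not with the number in the sample codes as a block (-1.77). With the replicate number as a block, *MMP9* (2.68, edgeR adjusted p = 0.0973), *MMP10* (2.41, 0.0790) and *ADAMTS4* (1.25, 0.100) were also called higher, at 4.31, 3.63 and 1.17. Without free replicate 3, *MMP9* (3.70) and *MMP10* (3.76) were called, and *ADAMTS4* without fusing replicate 2 (1.51). *MMP10* overlaps LOC112531589 and *ADAMTS4* LOC100858962. Of 19 collagen genes, 2 were called higher and 10 lower, with a median of -1.73. *COL24A1* rose by 3.37 and *COL22A1* by 3.15 (4.07 without free replicate 3). *COL3A1* had 1157 ± 324 CPM (SD, n = 4) in fusing pygostyle IVDs and 28783 ± 8766 CPM (SD, n = 4) in free IVDs, a log2 fold change of -4.64 (SE 0.40, edgeR adjusted p = 9.34e-05), and *COL6A2* fell by 4.21. The hypertrophic chondrocyte gene *COL10A1* was not called, with a log2 fold change of 2.64 (SE 1.07, edgeR adjusted p = 0.0776). It was called with the replicate number as a block (3.77), by DESeq2 (2.64) and without free replicate 2 (2.22) or 3 (3.94). *COL27A1* (1.00, edgeR adjusted p = 0.238), which overlaps LOC101749517, was called only with the replicate number as a block (1.40) and with library totals (1.61). Of 8 hypertrophic chondrocyte markers on a list set before the data were examined, 5 were called higher, and 7 when adjusted over the list alone. Their median was 2.38 (camera adjusted p = 0.00602), and 3.13 without free replicate 3, and with library totals the list no longer passed (0.135).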

Periosteal-derived fibroconnective tissue involvement is another prominent phenomenon in both processes (52). In bone fracture repair, the periosteum, composed of fibroconnective and cambium layers, expands to form the callus, a connecting tissue bridge at the site of the break. Similar to pygostyle fusion, the callus is a conduit for blood vessels and immune cells and is a primary site of inflammation (52). Evidence of bone fracture repair traces back to early vertebrates in the Carboniferous (53); it follows that this ancient process could serve as the foundation for a subsequent evolutionary adaptation.

Several questions remain as to the precise initiating sequence of events in pygostyle fusion. We first observe fibroconnective tissue in soon-to-be fusing discs; whether this is a direct or indirect cause of fusion is unclear. Why the fibroconnective and AF tissues die is unknown, but inhibition of cell death by prednisolone suggests that the death is tied to the immune system. Considering the proximity of the NP to the fibroconnective tissue changes, the bone remodeling events occurring at the site of the NP, and the SHH link already established with vertebral fusion (46), the NP may serve as a signaling center for the fusion process, but this remains to be tested. Once necroptosis has occurred, the subsequent events mirror bone fracture repair. The numerous parallels between bone fracture healing and pygostyle formation lead us to conclude that a bone repair-type mechanism was co-opted during avian evolution to generate the pygostyle.

In summary, chicken pygostyle fusion is driven by sterile inflammation and involves nuclei pulposi and necroptosis. These findings are relevant to the evolution of birds and to the roles of the immune system in development. During avian evolution, the Pygostylian birds emerged in the Cretaceous with a shortened tail capped with a distal pygostyle. The inflammatory mechanism that drives formation of the modern bird pygostyle suggests that in the Mesozoic era, an evolutionary change that capitalized on a bone fracture repair strategy led to this important and enduring avian flight adaptation. The discovery of NP structures in avian tails has further implications for the evolution of the avian body plan, suggesting that the tail retains the plesiomorphic developmental program, and subsequent departures from that program occurred in more anterior axial regions. In the broader context of immune system roles in development, these findings indicate that inflammation can drive developmental skeletogenesis. Additionally, necroptosis functions in postnatal development, and corticosteroid treatment can inhibit vertebral fusion. These studies expand the known interactions between bone and the immune system, attesting to evolution’s wide-ranging mechanistic capacity for morphological change.

## Materials and Methods

### Key Resources.

For a source list of biological samples, reagents, software programs, deposited data, and reference databases, see *SI Appendix*, Table S7.

### Animal Models and Biological Samples.

#### *Gallus gallus*.

White Leghorn fertilized eggs (Charles River) were incubated to the appropriate developmental stage at Montana State University. D50 Cornish Rock carcasses were obtained from a local farm. Fertilized Bovan Brown and Tetra Brown chicken eggs were sourced from the Clemson Poultry Farm. Tetra maturation is delayed relative to the other breeds, so these birds were harvested at 10 wk instead of 8 wk; their maturation level was histologically assessed by the degree of pygostyle fusion. All breeds exhibited the same overall pygostyle fusion events, indicating that the process is consistent across subspecies. Eggs were incubated at 38 °C with automatic egg turning until the desired level of development and, if processed before hatching, were harvested into PBS and fixed in 4% paraformaldehyde.

#### *Dromaius novaehollandiae*.

Frozen emu hatchlings and a 4.5-mo-old carcass were obtained from the Montana Emu Ranch in Kalispell, MT.

#### *Mus musculus*.

Adult mouse carcasses (Balb/c) were obtained from the MSU Animal Resources Center. Thoracic spinal tissue was dissected and processed for histology.

All animal-related procedures complied with animal use protocols at Montana State University (approved IACUC protocol #2018-82) and at Clemson University (IACUC protocol #2019-047).

### Method Details.

#### Histology.

Chicken tail tissue was collected at E15, E18, and E19 (White Leghorn), at D8 (Bovan Brown), and then every 2 wk after hatching until D105 (Bovan Brown); the D50 timepoint was collected from Cornish Rock carcasses. Emu tail tissue was extracted from hatchling and 4.5-mo-old frozen carcasses and fixed with 4% paraformaldehyde. E18 and older tissue was subsequently demineralized by EDTA (54) and then either paraffin-embedded and sectioned (12) or cryosectioned as previously described (55). Alcian blue and picrosirius red (ABPR) staining on paraffin-embedded tissue was performed as in ref. 12. When hematoxylin was added to ABPR staining (ABPRH), Gill’s hematoxylin staining was performed after the acidified water step. Picrosirius red and hematoxylin (PRH) staining was conducted using the same protocol but omitting the alcian blue step. Wright–Giemsa staining on dewaxed paraffin sections was performed for 1.5 h at 37 °C, followed by washing, EtOH and xylenes dehydration, and then mounting in DPX. For eosin and SYTOX green staining on dewaxed paraffin sections, eosin (0.25% eosin Y in 80% EtOH/0.5% glacial acetic acid) was followed by SYTOX green staining (5 mM in DMSO stock; 0.2 µL SYTOX green stock in 1 mL PBS; 30 min at room temperature) before washing, dehydration, and mounting in DPX. For plane polarized light imaging, ABPR-stained sections were imaged using a NIKON Optiphot2-POL Polarizing Microscope, a Nikon DS-Fi2 Camera, and Nikon NIS-Elements Basic Research Image Capture analysis software. All other imaging of paraffin and cryosections was performed on a Zeiss Axioscope A.1 microscope in conjunction with a Jenoptik ProgRes C14 Plus digital camera and accompanying software.

#### TUNEL assays.

TUNEL assays were conducted on dewaxed paraffin slides of 3-wk-old (Bovan Brown), D50 (Cornish Rock, Bovan Brown), and D105 (Bovan Brown) chicken tail tissue using the In Situ Cell Death POD kit, including omitted TdT enzyme negative controls and DNAse-treated positive controls (*SI Appendix*, Fig. S1). Endogenous peroxidases were blocked with 0.3% H_2_O_2_ (room temperature, 30 min), permeabilized (0.1% Na citrate/0.1% TX-100) and blocked in NGS blocking buffer (0.03M Tris pH 7.5, 0.15M NaCl, 1% glycine, 0.4% Triton X-100, and 10% goat serum) to limit background connective tissue cytosolic staining. Labeling was performed according to the manufacturer’s instructions, followed by DAB staining, washing, and mounting.

#### Illumina mRNA sequencing.

Total RNA from dissected pygostyle and free IVDs from eight 10-wk-old Tetra breed chickens (equivalent to D50 of other breeds used) was isolated by TRIzol/chloroform phase separation and quantified using the Qubit RNA HS kit. The mRNA was enriched by polyA capture using the NEBNext® Poly(A) mRNA Magnetic Isolation Module followed by library preparation using the NEBNext® Ultra™ II RNA Library Prep Kit for Illumina®. The library was unstranded. The sequencing was performed on a NextSeq 500/550 Mid Output Kit v2.5 (300 Cycles) with prepped libraries from eight samples (four free caudal IVDs and four fusing pygostyle IVDs). The NextSeq 550 uses RTA2 (Real-Time Analysis 2) software to filter and assign quality scores to each base call. Default RTA2 filtering parameters were used, and only reads that passed filtering were used in downstream analysis. All fastq files were screened using FastQC for per base sequence quality, and for all reads, mean and median quality scored in the “very good” range (28 to 36) with minimum falloff near the ends of reads (the last 5 to 10 bases). The falloff reads scored in the acceptable “intermediate” quality range (20 to 28). The bioinformatic analysis was performed on a Linux platform utilizing a custom bioinformatics pipeline that included STAR (version 2.70f) alignment of reads, the SUBREAD featureCounts program (version 2.0.0) to produce count tables, and DESeq2 R software package (1.26.0; R version 2.6.3) for differential expression analysis. The analysis was conducted gene-wise. Mappings for multiple splice variants were combined; however, the featureCounts program excludes reads multimapping to different genes or duplicate exons. Default STAR mapping parameters for paired-end samples were used. The index was created from RefSeq GCF_000002315.6_GRCg6a_genomic.gtf and .fna files. The adapters were not removed, and reads were not trimmed for quality as STAR software uses local alignment and auto/soft trims reads during alignment.

See the *SI Appendix* file for comparisons of our RNAseq data to the PGISp mouse (47) and to mouse bone fracture healing transcriptomes (48).

#### RT-PCR array analysis.

Chicken pygostyle disc tissue was screened for chicken cytokines and chemokines using the Qiagen RT^2^ Profiler Chicken Chemokine PCR Array. Fusing pygostyle disc tissue and free caudal disc tissue from Bovan Brown chickens at 8 wk were harvested by dissection, and total RNA was isolated by TRIzol/chloroform phase separation and quantified using the Qubit RNA HS kit. RNA was isolated from four different batches of chicken tissue (from four chickens per batch), using free caudal IVD tissue for controls. Qiagen qPCR arrays were then performed according to the manufacturer’s instructions, and data analysis followed Qiagen guidelines.

#### Protein expression analysis.

Protein expression was investigated by immunohistochemistry staining (IHC), enzyme activity, and western blotting. IHC was performed on Dent’s fixed (80% MeOH, 20% DMSO) demineralized D50 chicken tail tissue cryosections. The sections were treated with 6% H_2_O_2_ (60), blocked, and antibody-stained with either the MPO or LYZ antibody (1:100 dilution); LYZ staining was followed by Alexafluor 488-conjugated secondary antibody staining. AP enzyme activity was detected on cryosections of demineralized D50 pygostyle disc tissue by NBT/BCIP staining (~2 min) followed by washing and mounting. For RIPK3 western blotting, 7.5-wk fusing pygostyle and nonfusing free chicken disc tissue (from four prednisolone-treated and four control birds, two males and two females in each group) was collected, homogenized, and normalized to 20 µg/µL. The blots were incubated with either the anti-RIPK3 antibody (1:1,000) or the anti-GDPH antibody (1:5,000; as a loading control), followed by secondary antibody incubation and ECL detection.

#### Prednisolone treatment.

Straight-run commercial broilers were obtained by the Clemson Poultry Farm and raised using a standard 14/10 light/dark cycle. Birds were split into three groups: males (15), females (9), and controls (14 mixed), kept in group pens and fed ad libitum with unrestricted access to water. From 3 to 8 wk of age, birds were dosed daily with orally administered prednisolone (1 mg/kg). Dissected tail tissues from prednisolone-treated and control birds were assessed for distalmost pygostyle IVD fusion by microCT analysis and histology, and in some cases, the IVDs were harvested for Western analysis. Distalmost IVDs were judged as unfused if more than half of the disc was evident; all but two of the tails were either fully fused or fully unfused.

#### microCT analysis.

Formalin-fixed pygostyles from control and prednisolone-treated broilers were analyzed by microcomputed tomography using a Bruker SkyScan 1176 (Godley-Snell Research Center, Clemson, SC, USA) at 50 kV, 486 µA current with a 0.2-mm Al filter, at 35-nm resolution. Images captured using the SkyScan 1176 were applied to NRecon reconstruction and CTVox volume-rendering software programs.

### Quantification and Statistical Analysis.

#### Histology and TUNEL analyses.

Three chicken tails each were histology-analyzed for E18, E19, D8, and D105 stages, and 10 tails were analyzed at D50. For TUNEL stains (n = 3 animals per timepoint, including controls), TUNEL-positive cells were counted using a grid (1360 × 1024 pixels) spanning the IVD region, at the same magnification (n ≥ 18 grids per condition). TUNEL data were plotted (using Microsoft Excel) by the average number of TUNEL-positive cells/panel, including SD values.

#### Sequencing and differential expression analysis.

RNAseq was performed using four biological replicates of each condition (fusing and free IVDs) on an Illumina NextSeq 550 mid output flow cell. Sequencing and basic Illumina filtering for quality reads produced a total of 172.08 million mappable reads averaging 302 base pairs per read across all samples. Statistical analysis for differentially expressed genes was performed using the recommended DESeq2 parameters, and only genes with a BH adjusted *P*-value (*P*adj) under 0.05 were considered significant. A correlational heatmap was generated to assess variation across all samples (*SI Appendix*, Fig. S2).

#### GO enrichment and KEGG pathways.

The David functional annotation tool version 6.8 was used to group all genes up-regulated over 2.0-fold in the RNA sequencing experiment with *P*-values less than 0.05 into both KEGG pathways and GO biological processes (*SI Appendix*, Tables S2 and S3). The input Gene list included 2,086 genes; those applied to the GO biological processes and KEGG pathways were included in the tables only if the BH adjusted *P*-value was below 0.01. A heatmap with GO enrichment for a restricted background reference library was also conducted (*SI Appendix*, Fig. S3 and Table S4).

#### RT-PCR.

Four biological replicates each were analyzed for fusing pygostyle and nonfusing free IVD conditions. All samples passed quality control using the RT^2^ Profiler RNA QC PCR array (PAHS-999Z). Fold-change was calculated as the normalized gene expression in the pygostyle samples divided by the normalized gene expression in the free disc control samples via delta delta Ct, using two genes selected from the full cytokine panel with the least change in Ct across all samples as housekeeping genes (IL10RB and IL18). The *P* values (based on parametric, unpaired, two-sample equal variance, two-tailed distribution) were calculated using Student’s *t *test for each gene in the control and treatment groups. Only genes with a *P*-value less than 0.05 and fold-change greater than 2.0 were considered significantly differentially expressed.

#### Western blotting.

Quantification was performed using ImageJ software using the integrated density of each band that was adjusted for background signal. The relative fold change shows values normalized to the control caudal disc RIPK3 signal.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

Dataset S01 (XLSX) Click here for additional data file.

## Data Availability

RNAseq data have been deposited in GEO (GEO: GSE173884) (56).

# Supplementary material for: Nonpathological inflammation drives the development of an avian flight adaptation
**Source:** Proc Natl Acad Sci U S A. 2023 May 1;120(19):e2219757120. doi: 10.1073/pnas.2219757120
**Supplement:** Supplementary file 1 — Appendix 01

## **Supporting Information for**

## **Nonpathological inflammation drives the development of an avian flight adaptation**

Dana J. Rashid; Joseph R. Sheheen; Tori Huey; Kevin Surya; Jackson B. Sanders; John R. Horner; Jovanka Voyich and Susan C. Chapman

### **This PDF file includes:**

Graphical Abstract  
Fig. S1-S6  
Tables S1-S7  
Legend for Dataset S1  
SI References

### **Other supporting materials for this manuscript include the following:**

Dataset S1 (separate Excel file)

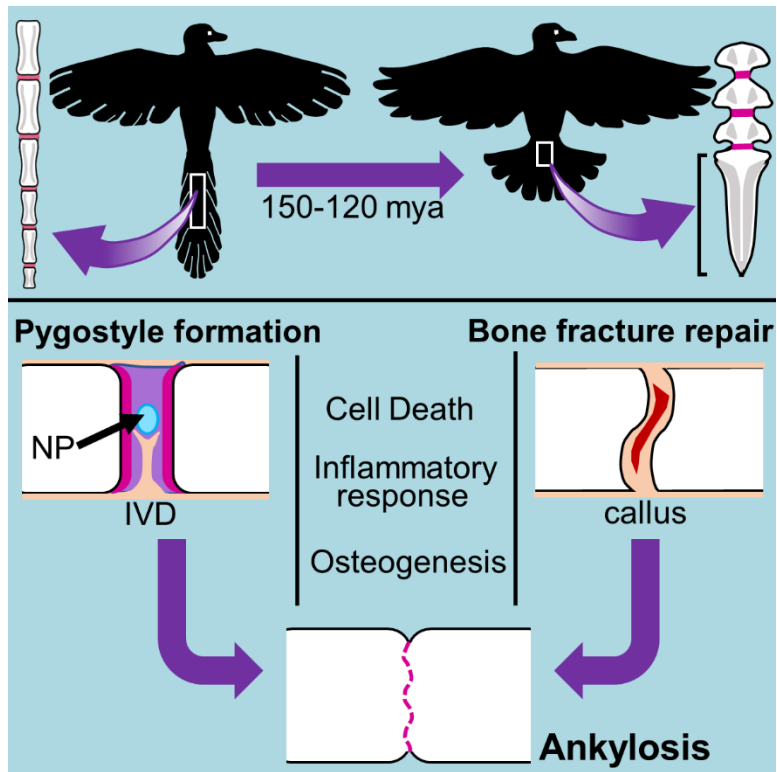

**Graphical Abstract.** Pygostyle formation, an adaptation first documented in Cretaceous avialans, persists in modern birds. Analysis of pygostyle formation in chickens indicates that this post-hatching process is driven by inflammation and closely resembles bone fracture repair.

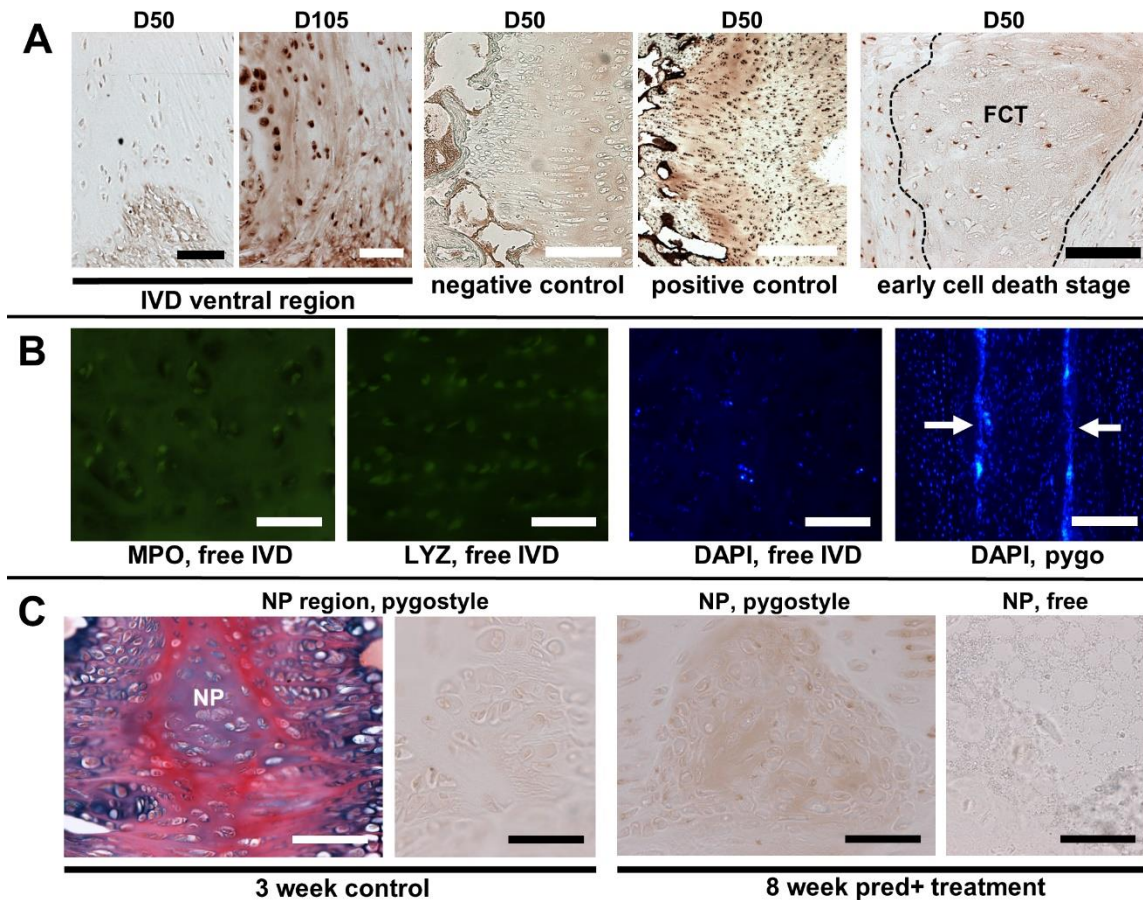

**Fig. S1. Additional cell death, blood vessel, and nucleus pulposus data.** **A.** TUNEL cell death progression data and controls. At D50 (left-hand panel), cell death was not observed in the ventral sides of pygostyle IVDs (scale bar 50  $\mu$ m), but was detected in the fibrous connective tissue and immediately surrounding AF, suggesting that cell death initiates in the disc center. By D105, TUNEL-indicated cell death was evident throughout the discs, including in the ventral sides (scale bar 50  $\mu$ m). In the two middle panels, the D50 negative (TdT enzyme omitted) and positive (DNase-treated) TUNEL controls are shown (scale bars 200 $\mu$ m). In the far right panel, in the proximal disc of one D50 specimen, we observed scattered TUNEL-positive cells with no evidence of vascularization, suggesting cell death occurs before angiogenesis (scale bar 100 $\mu$ m). **B.** IHC controls and IVD blood vessel data. Neither MPO nor LYZ positive staining was observed in the centers of free, non-fusing IVDs (left-hand panels; scale bars 50  $\mu$ m). This is consistent with the lack of blood vessels in free IVDs compared to fusing pygostyle IVDs, as shown with DAPI staining (right-hand panels; blood vessels noted by white arrows; scale bars 100 $\mu$ m). Two parallel-running blood vessels in pygostyle discs were commonly observed. **C.** Nucleus pulposus (NP) ontogeny and cell death for the prednisolone experiment (all scale bars, 50 $\mu$ m). Cellular NPs were observed at the onset of the prednisolone experiment in 3 week-old control tails (left-most panel, ABPRH staining). Negative TUNEL staining shows that at 3 weeks, the NP cells are still viable. Negative TUNEL staining of prednisolone-treated 8-week pygostyle and free tail NPs (right-hand panels) indicates that corticosteroid treatment preserves viable NP cells throughout the tail.

**Table S1. RNAseq sample-wise sequencing and mapping statistics**

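How the counted reads spread over genes differed between the tissues. The 10 genes with the most counts took 38.1% ± 4.62 (SD, n = 4) of the counts in free and 20.5% ± 3.32 (SD, n = 4) in fusing libraries. *COL2A1* alone took 8.58% to 14.5% of the counts in free and 3.41% to 9.76% in fusing libraries. The hemoglobin genes HBBA and HBA1 took 0.239% to 0.894% in free and 0.644% to 3.65% in fusing libraries. The TMM factors, which scale each library's total, lay between 0.699 and 0.857 in free and between 1.14 and 1.38 in fusing libraries.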

**Table S1 legend.** Shown are the RNAseq filtering (by RTA2 filter), alignment (by STAR) and mapping (by SUBREADS featureCount) statistics for the four "Free" (unfused) and four "Pygo" (fusing pygostyle) IVD samples.

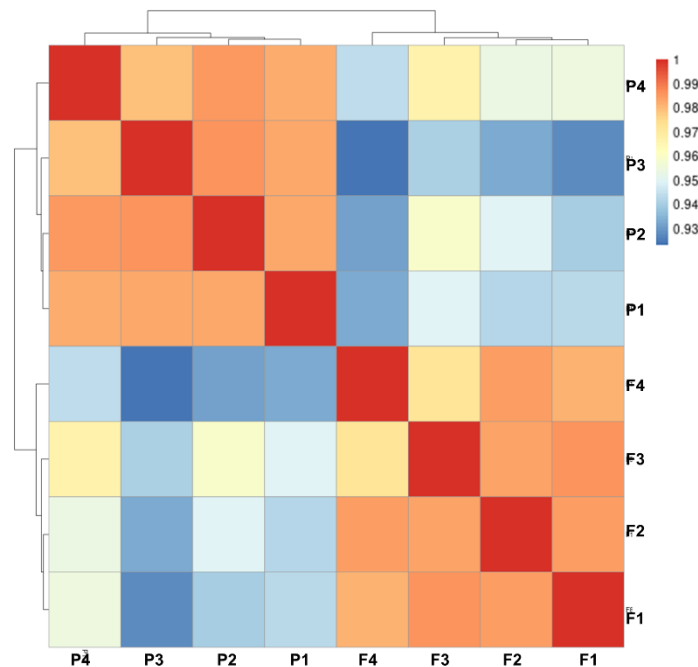

**Figure S2. Hierarchical heatmap of all RNAseq samples.** To ensure quality of the RNAseq biological replicates, a heatmap was generated using R. The heatmap shows relatedness clustering of the four pygostyle fusing IVD samples (P1-4), and the free non-fusing IVD samples (F1-F4). Deep red squares indicate identical samples (correlation of 1), darker blue indicate less correlation (correlation minimum 0.93). The base R function "cor()" was used to draw pairwise correlation values between variance stabilizing transformed (vst) data summarized for each sample with the DESeq2 assay() function, visualized by the pheatmap() function.

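Correlations across genes of variance stabilizing transformed counts were computed from the deposited counts for all pairs of libraries. Within the free libraries, Pearson's r lay between 0.972 and 0.985 (median 0.984), and within the fusing libraries between 0.979 and 0.986 (median 0.983). Between a free and a fusing library r lay between 0.923 and 0.966 (median 0.942). Genes are not independent replicates, so these values describe the libraries without a test. Over the 13639 tested genes alone, the setting that moved it most, the lowest r was 0.806. No pair of replicates held the same counts, and pairs within a tissue differed by more than sampling noise.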

**Table S2. KEGG analysis of RNAseq data**

**Table S2.** See legend below.

**Table S3. GO analysis of RNAseq data**

**Tables S2 and S3 legend.** RNAseq differential expression analysis of fusing vs non-fusing chicken tail IVDs. KEGG (Table S2) and GO (Table S3) pathway functional enrichment show extensive immune response during ankylosis. Pathways were ranked by count numbers whose BH adj p-value is less than 0.05, with a minimum Log<sub>2</sub>FoldChange of 1 (2-fold change). Both enrichment tests were run on the upregulated genes in fusing chicken pygostyle IVDs compared to non-fusing IVD controls. The data was generated using the David Bioinformatics Functional Annotation tool.

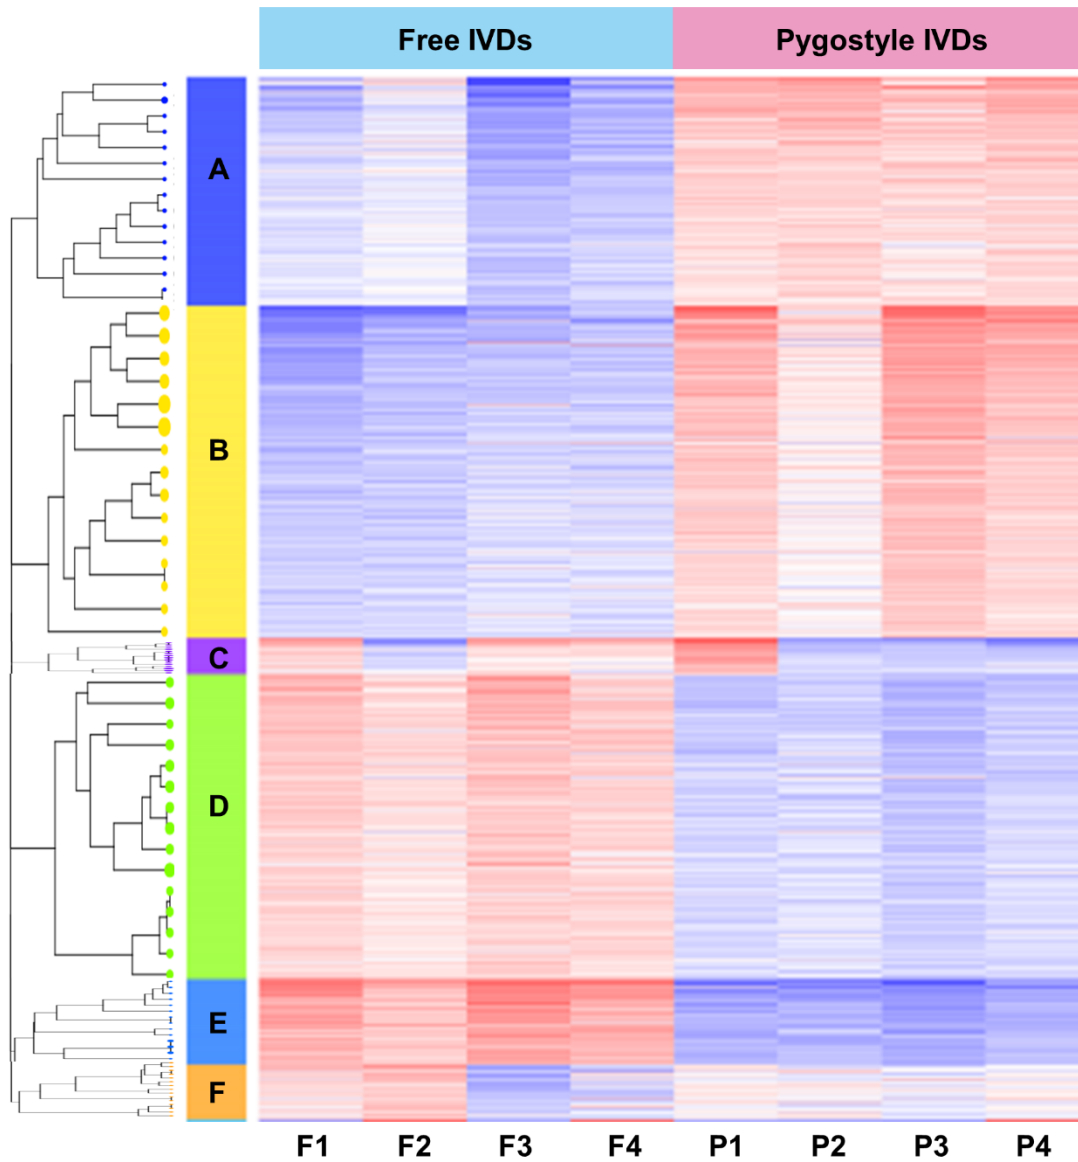

**Figure S3. Non-hierarchical clustering heatmap for all RNAseq samples with GO annotation.** K-means clustering of the top 1970 most variable genes (by standard deviation) in six groups was performed for all free non-fusing (F1-F4) and pygostyle fusing (P1-P4) IVD RNAseq samples. K-means clustering was performed using the R `kmeans()` function and normalized by gene mean center through iDEP.96 program (24,154 genes from the eight samples; 16,310 genes passed filter; VST; missing value=gene median). For the GO biological processes corresponding to the A-F clusters, see Table S4.

**Table S4. Corresponding GO Biological Processes for the Figure S3 heatmap**

**Table S4 Legend.** For Figure S3 above, the GO biological processes corresponding to the A-F clusters and number of genes per cluster are noted.

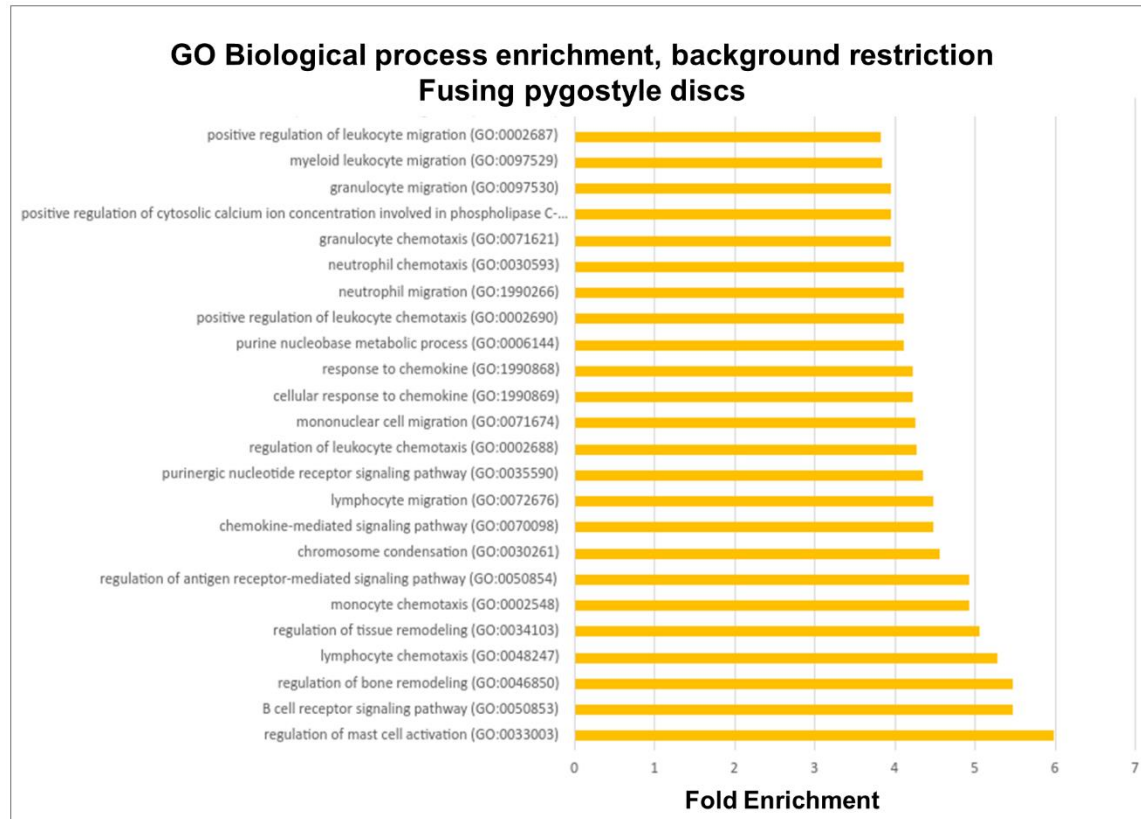

**Figure S4. Top 25 GO biological processes of fusing pygostyle IVD transcripts with restricted background.** The background/reference library consisted of the combined fusing and non-fusing IVD expressed genes (basemean  $\geq 1$ ) found in our RNAseq experiment (as opposed to the whole chicken genome). The reference background library was thereby reduced from the whole chicken genome (17,887 genes) to 13,332 genes. Fusing pygostyle and free IVD transcripts were analyzed against this restricted library, and the top 25 GO biological processes were determined using the PANTHER Overrepresentation Test. This analysis was conducted to normalize the enrichment analysis to IVD tissue only. The same overall trend was observed, substantiating significant immune response in fusing discs.

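Counts divided by DESeq2's size factors had a mean of at least 1 in 17427 of the 24154 genes, and the authors' deposited table gives the same number from its own mean values. The paper's number for the restricted library is 13332 genes.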

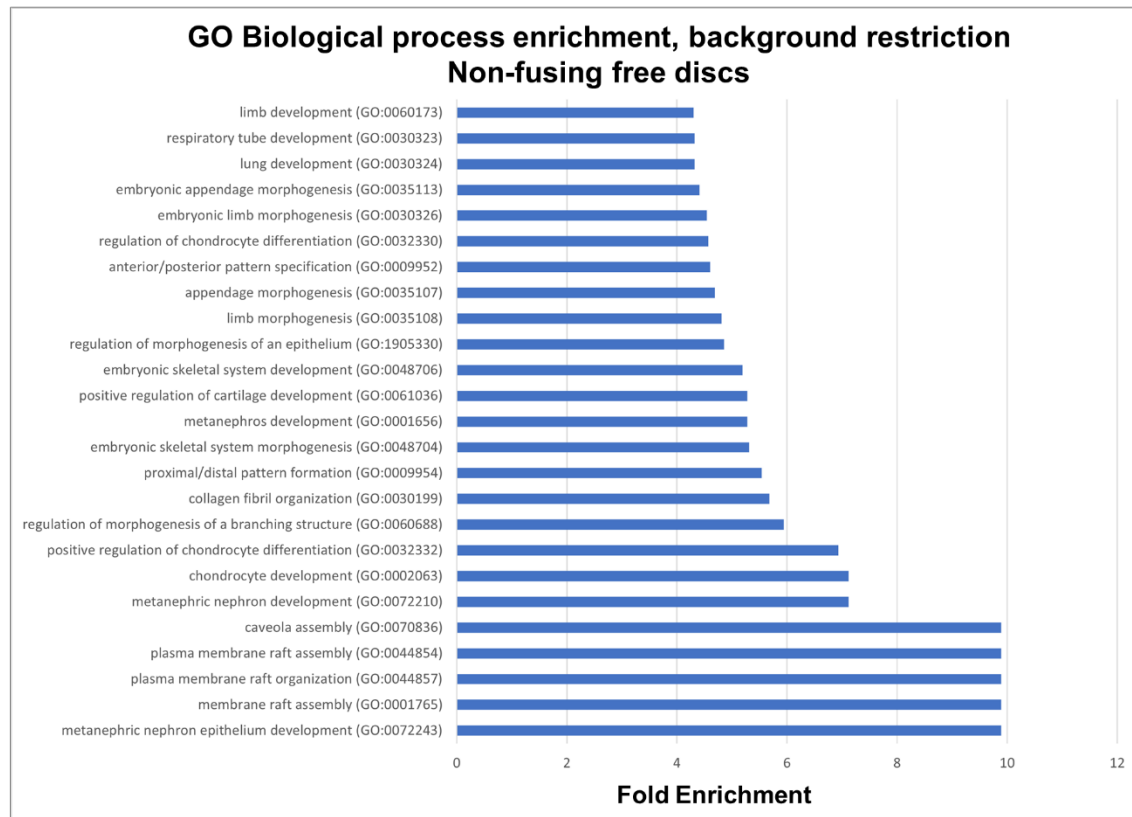

**Figure S5. Top 25 GO biological processes of non-fusing free IVD transcripts with restricted background.** As in Fig. S4 above, the background/reference library was the combined fusing pygostyle and non-fusing IVD genes (basemean  $\geq 1$ ). The non-fusing discs show enrichment of cartilage- and skeletal-specific processes, and lack an immune/inflammatory signature.

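Chondrocyte markers on a list set before the data were examined went both ways. Of 15 tested genes, 1 was called higher and 5 lower in fusing pygostyle IVDs, with the same counts when adjusted over the list alone. Their median log2 fold change was 0.17 while their mean was -0.63, and camera gave the direction down without passing (adjusted p = 0.0892). The list passed on the genes that DESeq2 tested (median 0.17, adjusted p = 0.00693), on all unfiltered genes (0.16, 0.0281) and with library totals (0.82, 0.00317). It also passed without fusing replicate 1 (0.20, adjusted p = 0.0341) and without fusing replicate 3 (-0.065, adjusted p = 0.0264). The direction that camera gave in these settings was not kept. Camera compares a list with the other genes, whose median was itself 0.70 with library totals. A pass with a median above 0 is therefore not shown to be a rise. *COL2A1* had 46029 ± 27489 CPM (SD, n = 4) in fusing pygostyle IVDs and 152383 ± 34057 CPM (SD, n = 4) in free IVDs, a log2 fold change of -1.73 (SE 0.51, edgeR adjusted p = 0.0239). Its call was lost without free replicate 4 (-1.70) and without fusing replicate 1 (-1.59), 2 (-1.53) or 4 (-1.70). It was also lost with the number in the sample codes as a block (-1.56) and without a filter (-1.73). Of 12 fibrous connective tissue markers, 9 were called lower and 1 higher in fusing pygostyle IVDs in both adjustments. Their median was -2.98 (camera adjusted p = 2.84e-09).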

**Table S5. Chicken immunoscreen RT-PCR array data**

**Table S5 legend.** Up- and down-regulated genes (minimum fold change +/- 2; p values <0.05) from the screen of 8-week-old fusing chicken pygostyle IVD harvested RNA, including fold changes and p values. The fold changes are relative to non-fusing tail IVD controls. Evidence of both innate and adaptive immune response suggests immune involvement beyond the clearance of degenerating disc material. Gene functions were abbreviated from [www.genecards.org](http://www.genecards.org).

**Table S6. Comparison between pygostyle fusion RNAseq data with an Ankylosing Spondylitis (AS) mouse model microarray**

**Table S6 legend.** The 500 most up- and down-regulated genes of the pygostyle fusion RNAseq data were compared to a PGISp AS mouse model RNA microarray (1). Whole mouse spines were collected for the microarray, as opposed to fusing disc tissue for the pygostyle data, but numerous gene trends were evident. Listed genes are upregulated unless specified otherwise.

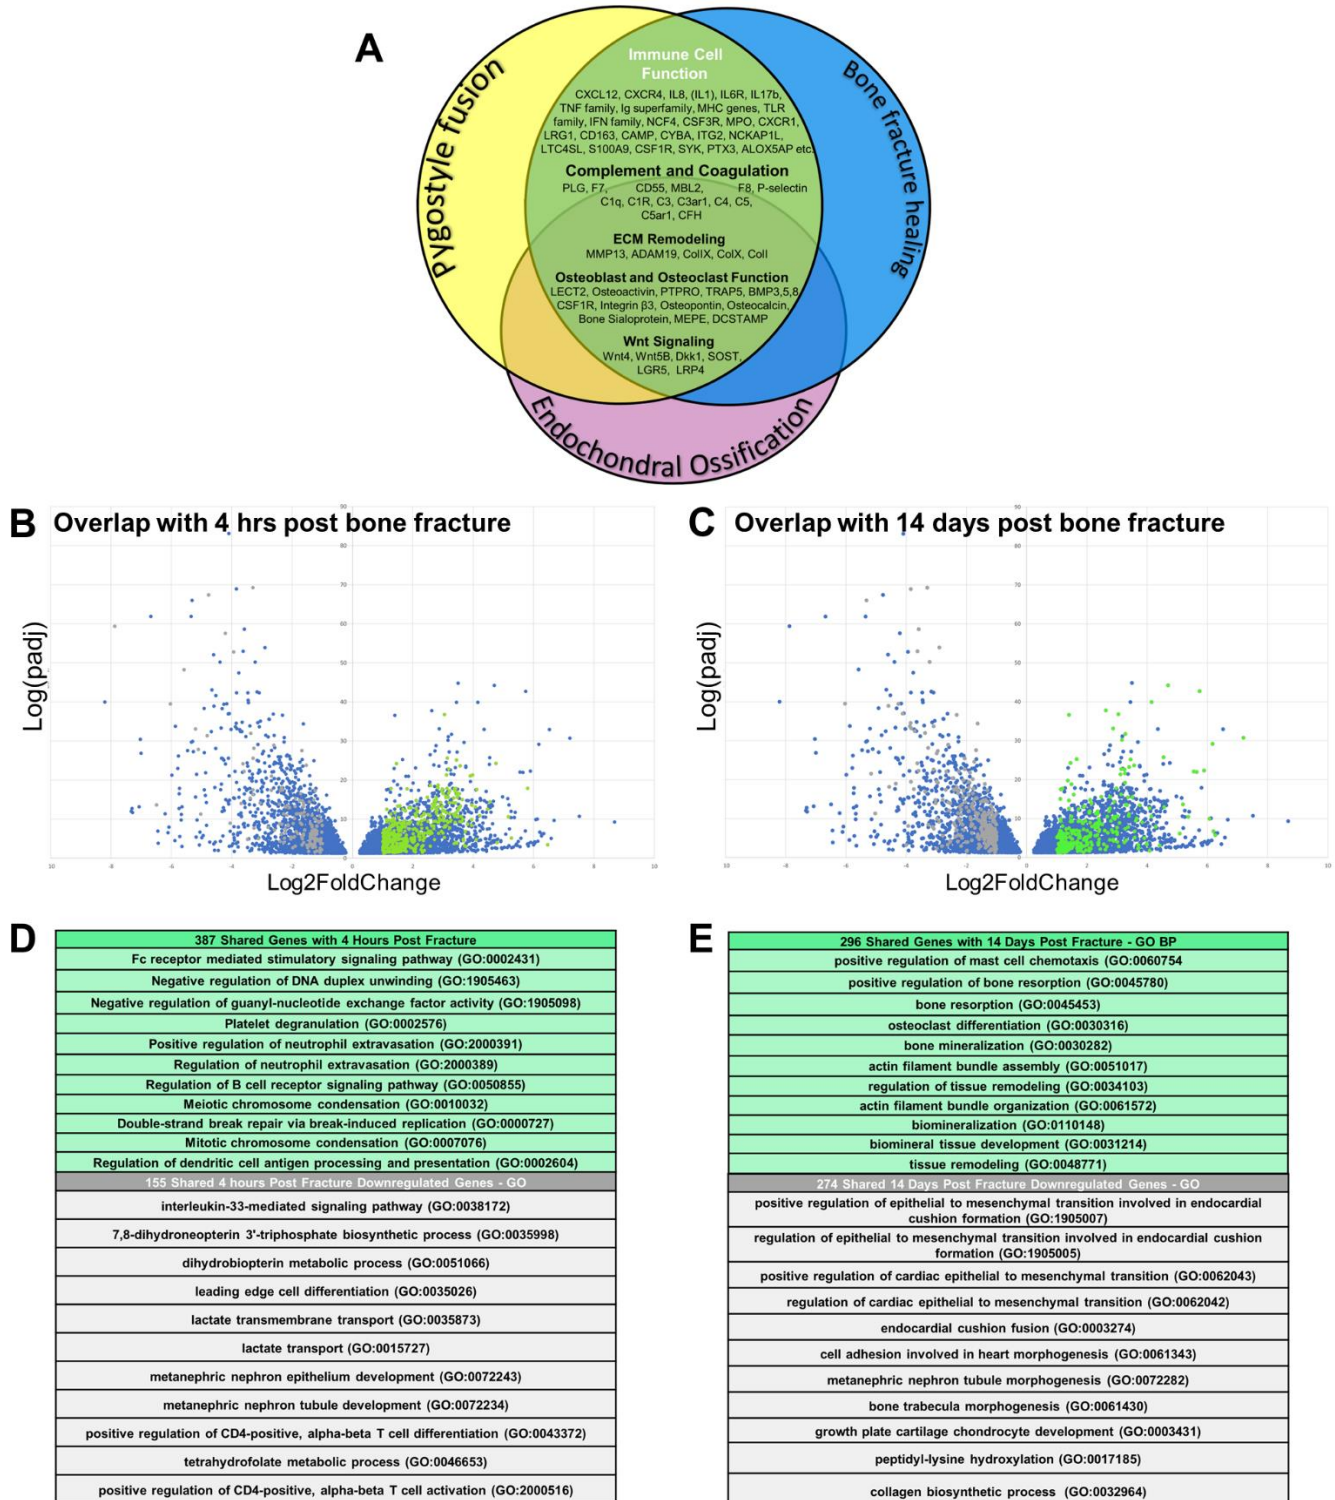

**Fig. S6. Pygostyle fusion exhibits endochondral ossification features and resembles bone fracture healing.** **A.** Venn-type diagram comparison of genes upregulated in pygostyle fusion, bone fracture healing and non-trauma endochondral ossification. Upregulated pygostyle fusion genes were identified by our transcriptome profiling; upregulated bone fracture healing and endochondral ossification genes were curated from the literature (2-14). Inflammatory response and certain coagulation factors distinguish pygostyle fusion and bone fracture healing from non-injury endochondral ossification. Pertinent, but not all

shared genes are noted. **B, C.** Volcano plot comparisons of our pygostyle fusion transcriptome data versus a mouse bone fracture healing study (15) for the 4 days post fracture mouse transcriptome (**B**) and the 14 days post fracture mouse transcriptome (**C**). Green dots represent shared upregulated genes, grey dots represent shared downregulated genes, and blue dots represent unshared genes. The genes upregulated in our sequencing experiment that were shared with 4 hours and 14 days post fracture in the mouse bone fracture healing transcriptome were grouped into biological processes through the Gene Ontology Enrichment Analysis program (<http://geneontology.org/>). Each list of matching genes was uploaded into the tool separately and the top 11 most significantly enriched biological processes per timepoint were recorded in Fig. S6 D-E. All listed processes had false discovery rates below 0.05. Specific parameters were: Analysis Type: PANTHER Overrepresentation Test (Released 20210224); Annotation Version and Release Date: GO Ontology database DOI: 10.5281/zenodo.4495804 released 2021-02-01; Analyzed List:upload\_1 (Gallus gallus), Reference List: Gallus gallus (all genes in database); Test Type: FISHER; Correction: FDR. The volcano plots, visualizing shared and unshared genes, were generated separately using Microsoft Excel. **D,E.** Tables showing the shared GO enrichment pathways from the comparisons performed in (B and C), respectively. The range of upregulated genes during pygostyle fusion, from enrichment of inflammation genes to enrichment of osteogenesis, is related to the combined maturational stages of the pygostyle IVDs that were collected from each pygostyle.

**Table S7. Key Resources Table**

**Table S7 Legend.** Pertinent resources utilized for this study are listed here.

**Dataset S1 (separate file) Legend.** The raw RNAseq data is presented in a multi-page Excel file. 

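A sheet of Dataset S1 lists the genes that changed by over 4-fold, in the paper's values 1057 higher and 520 lower. Of these 1577 genes, 1237 passed the filter on low counts here. All 1237 were called at the same limit and in the same direction, 815 higher and 422 lower. In total, 933 genes were called higher and 476 lower at that limit.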

The pages include: 1. Original DE data; 2. padj (adjusted p value) filter; 3. >2 lfc (log fold change); 4. GO enrichment pygostyle (fusing IVDs); and 5. GO enrichment free (non-fusing IVDs).

## SI References

1. Haynes KR *et al.* (2012) Excessive bone formation in a mouse model of ankylosing spondylitis is associated with decreases in Wnt pathway inhibitors. *Arthritis Research & Therapy* 14:R253-R253.
2. Hadjiargyrou M *et al.* (2002) Transcriptional profiling of bone regeneration. Insight into the molecular complexity of wound repair. *J Biol Chem* 277:30177-30182.
3. Gao F, Xu F, Wu D, Cheng J, Xia P (2017) Identification of novel genes associated with fracture healing in osteoporosis induced by Krm2 overexpression or Lrp5 deficiency. *Mol Med Rep* 15:3969-3976.
4. Skokowa J, Dale DC, Touw IP, Zeidler C, Welte K (2017) Severe congenital neutropenias. *Nature Reviews Disease Primers* 3:17032.
5. DeNichilo MO *et al.* (2016) Peroxidase Enzymes Regulate Collagen Biosynthesis and Matrix Mineralization by Cultured Human Osteoblasts. *Calcified Tissue International* 98:294-305.
6. Kovtun A *et al.* (2016) The crucial role of neutrophil granulocytes in bone fracture healing. *European Cells & Materials* 32:152-162.
7. Luo Wei LX *et al.* (2019) Alteration and significance of E-selectin and P-selectin in the tissues surrounding fracture in mouse models. *Chinese Journal of Tissue Engineering Research* 23:404-408.
8. Duncan EL, Brown MA (2010) Genetic Determinants of Bone Density and Fracture Risk—State of the Art and Future Directions. *The Journal of Clinical Endocrinology & Metabolism* 95:2576-2587.
9. Kokubu T, Haudenschild DR, Moseley TA, Rose L, Reddi AH (2008) Immunolocalization of IL-17A, IL-17B, and their receptors in chondrocytes during fracture healing. *The Journal of Histochemistry and Cytochemistry : official journal of the Histochemistry Society* 56:89-95.
10. Lin W *et al.* (2019) Lgr5-overexpressing mesenchymal stem cells augment fracture healing through regulation of Wnt/ERK signaling pathways and mitochondrial dynamics. *FASEB J* 33:8565-8577.
11. Chen Y *et al.* (2007) Beta-catenin signaling plays a disparate role in different phases of fracture repair: implications for therapy to improve bone healing. *PLoS Medicine* 4:e249.
12. Sarahrudi K, Thomas A, Albrecht C, Aharinejad S (2012) Strongly enhanced levels of sclerostin during human fracture healing. *Journal of Orthopaedic Research : official publication of the Orthopaedic Research Society* 30:1549-1555.
13. Hebb JH *et al.* (2018) Bone healing in an aged murine fracture model is characterized by sustained callus inflammation and decreased cell proliferation. *Journal of Orthopaedic Research : official publication of the Orthopaedic Research Society* 36:149-158.
14. Löffler J *et al.* (2019) Compromised bone healing in aged rats is associated with Impaired M2 macrophage function. *Frontiers in Immunology* 10:2443.
15. Bais M *et al.* (2009) Transcriptional Analysis of Fracture Healing and the Induction of Embryonic Stem Cell-Related Genes. *PLoS One* 4:e5393.
16. Ashburner M, *et al.* (2000) Gene Ontology: tool for the unification of biology. *Nature Genetics* 25(1):25-29.
17. Kanehisa M & Goto S (2000) KEGG: kyoto encyclopedia of genes and genomes. *Nucleic Acids Res* 28(1):27-30.
18. Huang da W, Sherman BT, & Lempicki RA (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nature Protocols* 4(1):44-57.
19. Dobin A, *et al.* (2013) STAR: ultrafast universal RNA-seq aligner. *Bioinformatics (Oxford, England)* 29(1):15-21.
20. Liao Y, Smyth GK, & Shi W (2013) featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics (Oxford, England)* 30(7):923-930.
21. Love MI, Huber W, & Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biology* 15(12):550.
22. Ge SX, Son EW, & Yao R (2018) iDEP: an integrated web application for differential expression and pathway analysis of RNA-Seq data. *BMC Bioinformatics* 19(1):534.
23. Stelzer G, *et al.* (2016) The GeneCards Suite: From Gene Data Mining to Disease Genome Sequence Analyses. *Current Protocols in Bioinformatics* 54(1):1.30.31-31.30.33.

How the deposited data were processed for this re-analysis (not part of the article)

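RNAseq was made from 8 libraries of polyA-selected mRNA, 4 of fusing pygostyle IVDs and 4 of free caudal IVDs of 10-wk-old chickens. The authors sequenced them as unstranded read pairs, aligned the untrimmed reads to the GRCg6a genome with STAR 2.70f and counted them per gene with featureCounts 2.0.0, leaving out reads that map to several genes. They deposited these counts as whole numbers for 24154 genes, without normalization. The authors also deposited a table of their own DESeq2 1.26.0 comparison, with log2 fold changes, p-values and mean normalized counts for each gene. Its mean normalized counts are a signal that the authors averaged over the 8 libraries after division by DESeq2's size factors. The table was used only to compare calls, with the fold changes and adjusted p behind them, and the number of genes above a mean of 1. Samples were grouped by the tissue and the replicate number in their titles, and no column of a library was left out.

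From the counts, edgeR 4.0.16 (quasi-likelihood test, TMM factors, R 4.3.3) compared the tissues over the 8 libraries without further terms. The filter on low counts (filterByExpr, minimum count 10 and minimum total 15) kept 13639 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The standard error of a log2 fold change was taken from the test statistic. CPM values are counts scaled to a common total with the TMM factors, and log2 CPM values were computed with a prior count of 2. Gene positions were taken from the deposited annotation of GRCg6a, and overlaps between genes were found with GenomicRanges 1.54.1. Counts were made without regard to strand, so genes that overlap on either strand are less certain.

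The libraries summed to between 5682402 and 18434459 counts. With 4 against 4 libraries, the smallest exact permutation p is 0.0286. Intervals for genes with few counts are at 95% and cover counting error only. Replicates of a tissue differed by more than sampling noise in each pair, so no library is a second copy of another. The test was tried on simulated counts of the 13639 genes with 200 of them changed. There edgeR called 180 of the changed genes (90%) and 7 unchanged ones, limma-voom 180 and 7, and DESeq2 187 (93.5%) and 29. The simulated changes were all well over 2-fold and balanced in direction, and no shift in composition between the tissues was simulated. Far fewer genes changed than were called in the data. These rates therefore do not describe changes near the 2-fold limit or the effect of composition.

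Genes are named in the text by a rule set before the data were examined. They are the genes that the paper names for its RNAseq or in Tables S5 and S6 where these are discussed, the 5 largest increases and 5 largest decreases among called genes with separated libraries and a mean of at least 5 CPM, and members of gene lists where a list is reported. Some genes that the rule names are not reported here. Marker lists were written at the same time, from general knowledge of cell types and processes, for heterophils, granulocyte precursors, erythroid cells, thrombocytes, T cells, B cells, macrophages, dendritic cells, eosinophils, osteoblasts, osteoclasts, hypertrophic chondrocytes, chondrocytes, fibrous connective tissue, notochord and nucleus pulposus, endothelium, skeletal muscle, adipocytes, proliferation, hypoxia and glycolysis, the caspase cascade and posterior HOX genes. With the lists of genes that the paper names, they hold 498 names, of which 465 were found in the count table (456 by the same name, 5 after a change of case and 4 by an older name) and 429 were tested. The 22 marker lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and with fry beside it. RT-PCR fold changes were taken from the paper's Table S5, and their correlation with RNAseq was tested with 100000 permutations. Exact and permutation tests are two-sided. For a check of depth, the counts of each library were thinned at random to the total of the shallowest library. Counts of called genes over the lists that the paper names were the same when adjusted over the list alone, and since the paper chose most of these lists on the same libraries, that is not independent evidence.

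The replicate numbers of the titles are shared by the tissues. Deviations from the tissue means of libraries with the same number correlated at 0.24, 0.16, 0.11 and 0.25, all over 0.1, and of 24 possible pairings this was the only 1 with all correlations over 0.1. The paper does not state what the numbers mark. A number in the sample codes gave 0.24, -0.06 and 0.25 for the 3 numbers that the tissues share. The alternatives tried were DESeq2 1.42.0 with and without shrunken fold changes, limma-voom, RLE and upper-quartile factors, no filter (at least 1 count), a stricter filter (1 CPM in 4 libraries), the replicate number as a block, the number in the sample codes as a block, leaving out each library, other limits on the fold change, and library totals, which were added after the TMM factors were seen. Array, histology, protein and drug treatment measurements were not used here, apart from the RT-PCR values of Table S5.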

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

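The test of bone carried into the dissection of free replicate 3 and the test of blood of one makeup were chosen after the results were seen, as was the setting with library totals. *HOXB13* and *EXFABP* were singled out after their values were seen, and *FSTL5*, *CA9*, *PROK2*, *DPT*, *LOC112532105* and *LOC112532351* are the largest changes that the paper does not discuss.

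In 15 of 280 groups of 4 libraries, 1 library lay far from the others, with a gap to the nearest of them, relative to the group's range, above Dixon's 95% critical value. That is 5.36%, where chance alone gives about 5%, so single libraries of this kind are not by themselves unusual here. Among genes, this was the case on the log2 CPM scale for *FSTL5* in free replicate 4 (-0.34, the others at -2.77), *PHEX* in free replicate 3 (3.39, above -0.22 to 0.071), *ALOX5AP* in fusing replicate 3 (2.04, below 4.07 to 4.25), *IL18RAP* in fusing replicate 3 (-0.14, below 1.61 to 1.97), *RAC2* in free replicate 4 (0.90, below 2.90 to 3.20) and *MPO* in fusing replicate 3 (5.78, below 8.88 to 9.09). It was also the case for *LGR5* in fusing replicate 1 (2.83, above 0.63 to 0.74), *COL6A2* in free replicate 3 (12.60, below 13.52 to 13.69), *COL2A1* in free replicate 1 (16.64, below 17.30 to 17.43), *ACTA1* in free replicate 3 (3.78, below 8.00 to 8.38) and *TOP2A* in fusing replicate 2 (7.22, above 6.69 to 6.75). No common technical explanation for these genes was tested, and the design gives no biological difference between libraries of a tissue. The mean log2 CPM of the B cell list was 0.26 in free replicate 4 and between 1.24 and 1.37 in the other free libraries.

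The skeletal muscle list differed among libraries of the same tissue. Its mean log2 CPM was 6.24 in fusing replicate 4 and between -0.85 and 0.35 in the other fusing libraries. It was 0.38 in free replicate 3 and between 4.87 and 5.32 in the other free libraries. The SD within a tissue was 2.81, against a median of 0.552 and a highest value of 1.52 over the other lists. The 9 tested genes rose and fell together, with a median correlation of 0.980 and a lowest of 0.906 between any pair of them across libraries. These values are what skeletal muscle carried into single dissections would give, and that may be their source. The most abundant gene, *ACTA1*, had 129.7 ± 249 CPM (SD, n = 4) in fusing pygostyle IVDs and 219 ± 141 CPM (SD, n = 4) in free IVDs, and was called lower only without fusing replicate 4 (-5.41). Free discs had a mean of at least 1 CPM of all 9 genes, none of which is on another list or named by the paper. Between the tissues the median log2 fold change was -0.36 (camera adjusted p = 0.348). None of the 9 genes was called by edgeR, DESeq2 or limma-voom, and none had an unadjusted p under 0.05 in edgeR. Without fusing replicate 4, however, the median was -5.12 (adjusted p = 0.000948).

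The mean log2 CPM of the osteoclast list was 5.15 in free replicate 3 and between 3.42 and 3.61 in the other free libraries. The osteoblast list was also highest in that library among the free ones, by 1.22 over the next. Bone carried into that dissection would give both, but so would bone forming in that disc, and the explanations cannot be told apart because no measure of the dissections was used here. Without free replicate 3, the median log2 fold change of the osteoblast list was 5.40 (adjusted p = 5.63e-12). Of the 12 osteoclast genes, the paper names 6 and free discs had a mean of at least 1 CPM of 11. The most abundant, *CA2*, had 1007 ± 214 CPM (SD, n = 4) in fusing pygostyle IVDs and 664 ± 118 CPM (SD, n = 4) in free IVDs, and was called higher only with library totals (1.28).

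Among the largest changes, *FSTL5* (6.40) rose and *CA9* (-8.29), *PROK2* (-7.92), *DPT* (-7.62), *LOC112532105* (-7.03) and *LOC112532351* (-7.01) fell, and the paper discusses none of these genes. Splits of the 8 libraries other than by tissue gave far fewer called genes. Of 35 splits into 4 and 4 libraries, 1 gave as many called genes as the real one, the real one itself, with 3112 called genes, and the next gave 22. Of the 8 splits that part all 4 pairs of replicate numbers, the real one was again the only split with calls. Each other split puts both tissues into a group, which widens the spread within groups and leaves few calls. The size of fold changes in these splits was not computed, so they do not bear on the size of the changes named here. With library totals, where the median gene moved up by 0.69, *CA9* still fell by 7.53, so the scaling of the libraries does not account for its decrease. *LOC112532105* overlaps another gene, and the low counts of *FSTL5* in free libraries limit the precision of its fold change. A difference in the cell types of the tissues stays open as an explanation and was not tested for these genes.

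*EXFABP* (extracellular fatty acid binding protein), the most abundant gene on the heterophil list, fell in fusing pygostyle IVDs while the other 15 tested genes of that list rose. It lies on chromosome 17 of GRCg6a, from 865354 to 868357 and had 246 ± 86.4 CPM (SD, n = 4) in fusing pygostyle IVDs and 2852 ± 1205 CPM (SD, n = 4) in free IVDs, a log2 fold change of -3.53 (SE 0.37, edgeR adjusted p = 0.000186). Leaving out any 1 library kept the log2 fold change between -3.21 and -3.79, and with library totals it was -2.80. Which cells express *EXFABP* in free discs was not tested. Blood of one makeup in the discs would raise heterophil and erythroid genes alike, but the heterophil list rose by 2.50 more than the erythroid list (mean log2 CPM; exact permutation p = 0.0286, the smallest that 4 against 4 libraries allow).

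The posterior HOX list had a median log2 fold change of -1.85 (camera adjusted p = 1.89e-09), with 14 of 18 tested genes called lower and 1 higher, also when adjusted over the list alone. With library totals the median was -1.18. *HOXB13*, on chromosome 27 of GRCg6a, from 6151195 to 6153824, went the other way with a log2 fold change of 6.19 (SE 0.69, edgeR adjusted p = 0.000251), and 7.25 without free replicate 4. Its counts summed to 331 over the fusing and 3 over the free libraries, a ratio per library size of 83.5 with a 95% counting interval from 28.3 to 407. Pygostyle discs lie farther back than free caudal discs, and position along the tail would raise the most posterior paralogs and lower the more anterior ones. The median was -1.54 for groups 7 to 9, -2.51 for groups 10 and 11, and -1.06 for groups 12 and 13, where position needs a value above 0. Across the 18 genes, which are not independent, log2 fold change and paralog group had a Spearman's rho of -0.13 (permutation p = 0.592). Position alone, in this form, is therefore not borne out for the list, whereas *HOXB13* by itself goes in its direction. Which other difference between the tissues lowers these genes was not tested.

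The hypoxia and glycolysis list fell, with a median log2 fold change of -1.15 (camera adjusted p = 0.000367). Of 15 tested genes, 8 were called lower, also when adjusted over the list alone. Relative to the shift of 0.69 that library totals give to the median gene, the list also lay lower with library totals (-0.46). The most abundant gene, *ENO1*, had 1284 ± 304 CPM (SD, n = 4) in fusing pygostyle IVDs and 1897 ± 141 CPM (SD, n = 4) in free IVDs. *VEGFA* fell by 3.37 (log2). The paper describes vessels in the remodeling discs, and vessels could lower these genes. If so, endothelial markers were predicted to rise, and their median was -0.0054. Since the endothelial genes went both ways, and free libraries lay on both sides of the fusing ones, this does not exclude vessels. The explanations cannot be told apart.

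The proliferation list rose, with a median log2 fold change of 1.23 (camera adjusted p = 9.60e-10). Of 20 tested genes, 18 were called higher, also when adjusted over the list alone. The most abundant, *TOP2A*, which overlaps GJD3 by 1 base, had 116 ± 22.1 CPM (SD, n = 4) in fusing pygostyle IVDs and 45.1 ± 9.19 CPM (SD, n = 4) in free IVDs, and free discs had a mean of at least 1 CPM of all 20. Dividing precursors of bone marrow may be the source, since the granulocyte precursor list rose by 3.90, but dividing cells of the disc itself would give the same, and the explanations cannot be told apart.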

How the results depend on the processing

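Library totals in place of TMM factors were added as a setting after the TMM factors were seen to separate the tissues. The other settings were set before the data were examined.

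Over DESeq2, DESeq2 with shrunken fold changes, limma-voom, other scaling factors, no filter, a stricter filter and the blocks, the number of genes called higher lay between 1606 (block by sample code) and 2196 (DESeq2), and the number called lower between 1162 (upper-quartile factors) and 1511 (DESeq2). Leaving out 1 library at a time gave 1589 (without fusing replicate 2) to 1986 (without free replicate 3) genes higher, and 1225 (without fusing replicate 2) to 1483 (without fusing replicate 3) lower. Of the genes called by edgeR, DESeq2 also called 1783 higher and 1310 lower, and no setting called a gene in the opposite direction. At an adjusted p under 0.05 and any fold change, 2680 genes were lower. Over 4-fold, 933 were higher and 476 lower, and edgeR's test against a 2-fold change (glmTreat) gave 922 and 655. These limits ask for larger or smaller changes, so their counts differ by construction. Library totals gave 4179 genes higher and 624 lower. They move the median of all genes up by 0.69, and changes under them are relative to that shift.

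RT-PCR genes called in the array's direction numbered between 15 (block by sample code, without fusing replicate 1 and without fusing replicate 2) and 21 (without fusing replicate 3). The marker lists that passed camera numbered between 15 (limma-voom) and 18. The lowest correlation between libraries was 0.923, 0.914 on log2(CPM + 1) and 0.918 to 0.929 with 1 library left out. On the genes that pass the filter it was 0.806, where fewer genes enter. Spearman's rho between array and RNAseq fold changes was 0.920, and in the other settings between 0.815 (block by sample code) and 0.920.

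Most marker lists kept their direction and side of the threshold. With DESeq2, the median of the chondrocyte list was 0.17 and passed, and that of the notochord list was -0.17. With shrunken fold changes they were 0.16 and -0.095, and without a filter 0.16 and -0.11. More genes of the notochord list are tested in these settings. With limma-voom, the eosinophil list was at 3.75 and the notochord list at 1.60 and neither passed, and the endothelial list was at 0.47. RLE factors gave the endothelial list 0.0019 and upper-quartile factors 0.090, and upper-quartile factors gave the notochord list 1.64, which did not pass. With library totals the medians were 4.23 (eosinophil), 2.99 (hypertrophic chondrocyte), 2.26 (notochord), none of which passed, 0.82 (chondrocyte, which passed), 0.67 (endothelial) and 0.34 (skeletal muscle, which passed). In these settings a list passed by its adjusted p alone, and the direction that camera gave was not kept. The median of all genes was 0.70 with library totals, so the values of 0.82 and 0.34 are not shown to be rises. For the changes between settings the cause was not tested, apart from the genes added to the notochord list and the shift of library totals.

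With 1 library left out, the medians lay between 0.75 and 1.38 (erythroid), 3.26 and 4.42 (eosinophil), -0.065 and 0.31 (chondrocyte), 1.27 and 1.80 (notochord), -0.29 and 0.47 (endothelial) and -5.12 and 0.053 (skeletal muscle). The muscle list reached its lowest value without fusing replicate 4, in which the muscle list was highest among the fusing libraries.

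The replicate number as a block gave a median of 1.13 for the erythroid list, which passed, of 1.66 for the notochord list, which did not, and of 0.34 for the endothelial list. It also called *MMP9*, *MMP10*, *ADAMTS4*, *COL10A1*, *COL27A1*, *TNFSF13B*, *IL7R* and *HBBA*, and changed no other call of a named gene or list. The number in the sample codes as a block gave the endothelial list 0.89.

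Of 116 tested genes named, 79 kept direction and call in each setting that tested them and 37 did not in at least 1. The sign changed for 6 of these, *CX3CL1* (-0.046 to 1.20 with 1 library left out), *ENO1* (0.12 with library totals), *IL10RB* (0.024 with upper-quartile factors, 0.62 with library totals), *IL18* (-0.28 with the block by sample code, -0.13 to 0.28 with 1 library left out), *IL6* (0.28 with library totals) and *PECAM1* (0.071 with the block by sample code, 0.012 with library totals), none of them called by edgeR at its usual setting. The cause was not tested. The depth limits genes with few counts, and genes below the filter are given by their counts with counting error only.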

Differences from the paper's values

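No value that the paper states for a measure computed here differs by over 1.5 times and beyond the spread between replicates at the usual setting of edgeR.

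The statements below differ in whole or in part, or bear on values found here. The paper lists *COL1A1* and *SPARC* among osteogenesis genes that rise, and both were called lower here, at -2.66 and -1.93 (log2). The authors' deposited table gives -2.60 and -1.88. It lists *WNT1* as lower, and *WNT1* was not called at -0.89 (edgeR adjusted p = 0.0617), but was without free replicate 3 and without fusing replicate 3. The paper lists *CSMD2* as higher, which was not called at 0.97, but was without free replicate 3 and, chosen after the values were seen, with library totals. In the authors' deposited table *WNT1* (-0.78, DESeq2 adjusted p = 0.0407) and *CSMD2* (0.83, DESeq2 adjusted p = 0.0478) also changed by less than 2-fold.

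The paper states that each marker changed in the RT-PCR arrays is also changed in the RNAseq. Of 25 tested genes, 17 were called here and 8 were not. The authors' deposited table does not show a change of each marker either. Of the 28 genes found by name, 22 had a DESeq2 adjusted p under 0.05 in the array's direction, 19 of them over 2-fold. *TNFSF13B*, *TNFSF4* and *CX3CL1* had a DESeq2 adjusted p of 0.0965, 0.206 and 0.781 in that table. Of the 8 genes not called by edgeR, *IL7R* was called by DESeq2, with shrunken fold changes and with upper-quartile factors. It was also called with the replicate number as a block and without free replicate 2 or fusing replicate 3. *TNFSF13B* was called with the replicate number as a block, *IL18R1* without fusing replicate 3, and *IL16* without free replicate 1, 2 or 3 or fusing replicate 3 or 4. Library totals, chosen after the values were seen, also called *H6PD*, *IL18R1*, *TNFSF13B* and *IL7R*. *TNFSF4* and *CX3CL1* were not called in the direction of the arrays in any setting run.

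The paper states that metalloproteinases rise. Of 20 tested genes for metalloproteinases and their inhibitors, 3 were called higher and 2 lower. *MMP9*, *MMP10* and *ADAMTS4* were called higher with either block, *MMP9* and *MMP10* also without free replicate 3, *MMP10* by limma-voom and *ADAMTS4* without fusing replicate 2. All 3 were also called with library totals, chosen after the values were seen.

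The paper states that the caspase cascade of apoptosis is not seen. The caspase list passed camera (adjusted p = 0.0239) with a median log2 fold change of 0.62, and 13 of its 17 genes lay above 0. Only 2 of the 17, *CASP18* and *BID*, were called higher, and the most abundant, *CASP6*, was at -0.14. Such a shift does not by itself show the cascade, so it does not contradict the paper's statement.

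Of the genes that the paper gives as changed and that were below edgeR's filter here, CSF3 and CSF2 were not called without a filter, and DESeq2 gave them no adjusted p. Most of the others were called by DESeq2, with shrunken fold changes and without a filter, with DESeq2 and unfiltered log2 fold changes of 4.66 and 4.45 (SLCO1B1), 2.87 and 2.73 (MBL2), 2.59 and 2.48 (C5), 2.86 and 2.80 (IL8L2) and 3.18 and 3.10 (CCL5). ARSE (3.87 and 3.62), KL (4.57 and 5.33) and SPEF2 (3.79 and 3.53) were likewise called. C5 overlaps TRAF1 and ARSE overlaps LOC107051959. KL had 21 counts over the fusing and 0 over the free libraries, at least 5.30-fold higher against a limit of 3 counts over the free group, so its fitted values depend on the prior count. WNT9B was called by DESeq2 alone, with (2.00) and without (4.45) shrunken fold changes. CCL5, IL8L2 and SPEF2 passed the filter and were called higher without any 1 of the free libraries or without fusing replicate 3.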

Other observations

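The tests of blood of one makeup, of a lower share of matrix-rich disc cells, of gene length, of bone at the disc border and of the reference genes of the RT-PCR arrays were chosen after the results were seen, as were the tests of scale and of equal depth and the setting with library totals.

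Several explanations other than an immune response within the disc were weighed for the rise of immune genes. Bone marrow or blood in the dissected discs would raise erythroid, granulocyte precursor and proliferation genes with the mature heterophil genes. The granulocyte precursor list rose by 3.90 and the proliferation list by 1.23, while the erythroid list rose by 1.12 without passing camera. Of the 9 precursor genes, the paper names 7, 1 is on another list and free discs had a mean of at least 1 CPM of 8. Their most abundant, *LECT2*, had 1984 ± 1044 CPM (SD, n = 4) in fusing pygostyle IVDs and 78.3 ± 61.4 CPM (SD, n = 4) in free IVDs. Of the 16 heterophil genes, the paper names 10 and free discs had a mean of at least 1 CPM of 12. The most abundant erythroid gene, *HBBA*, had 9103 ± 5370 CPM (SD, n = 4) in fusing pygostyle IVDs and 3602 ± 2004 CPM (SD, n = 4) in free IVDs, a log2 fold change of 1.34 (SE 0.58, edgeR adjusted p = 0.0962). It was called by DESeq2 (1.33, with shrinkage 1.16), with the replicate number as a block (1.28), without fusing replicate 3 (1.61) and with library totals (2.08). Since precursors rose and erythroid genes rose less, marrow in the dissections and granulocytes recruited into the disc cannot be told apart from these lists. Blood of one makeup is argued against, since heterophil rose by 2.50 more than erythroid genes (mean log2 CPM; exact permutation p = 0.0286). A lower share of matrix-rich cells would raise all other cell types alike, but heterophil rose by 3.18 more than endothelial genes (exact permutation p = 0.0286). The endothelial list was the only comparison, and its free libraries lay on both sides of the fusing ones. The test therefore does not exclude that a lower share of matrix-rich cells contributes to the rise.

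The number of genes called higher depends on the scale of the libraries and on their number. Of the settings compared for this on the full counts, it was lowest, at 1589, without fusing replicate 2, the shallowest library. Library totals raised it to 4179. With each library thinned to the total of the shallowest, edgeR called 1501 genes higher and 1160 lower of 12358 tested. Unequal depth alone therefore does not account for the number of genes called higher. Fewer libraries and fewer counts lower the power, and library totals take the correction for composition away. These counts therefore do not settle how far depth and composition contribute, and their shares cannot be told apart for the number of genes. For the heterophil genes themselves, another scale of the fusing libraries is argued against, because it moves all genes of a library alike. Relative to the median of all tested genes of the same library, the heterophil list was higher by 3.41 in fusing libraries (mean log2 CPM; exact permutation p = 0.0286), and all 4 fusing libraries lay above the free libraries. A different depth is argued against as well. With each library thinned at random to 5682402 counts, the total of the shallowest, edgeR called 13 of 14 tested heterophil genes higher and 1 lower, with a median log2 fold change of 4.38. Gene length was argued against too. After the trend of log2 fold change on gene length was removed, the median of the heterophil list was 4.04 instead of 4.23, with a trend between -0.13 and 0.27 over the lengths.

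The median log2 fold change of the osteoblast list was 4.74. Of its 15 tested genes, 12 are named by the paper, 1 is on another list and free discs had a mean of at least 1 CPM of 13. The most abundant, *COL1A1*, fell, with 16378 ± 2994 CPM (SD, n = 4) in fusing pygostyle IVDs and 103812 ± 49940 CPM (SD, n = 4) in free IVDs. Bone at the border of the disc in the dissection would raise osteoblast genes, and so would bone forming in the disc, so the explanations cannot be told apart.

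A change of the reference genes of the RT-PCR arrays, *IL10RB* and *IL18*, was weighed as the reason why *CX3CL1* differs in sign between the assays. It is argued against, since the median difference between RNAseq and RT-PCR log2 fold changes was 0.029 and *IL10RB* (-0.074, SE 0.12) and *IL18* (0.12, SE 0.29) did not change. *IL18* overlaps SDHD.

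The paper describes fibroconnective tissue and vessels in the remodeling discs. The fibrous connective tissue list was lower in fusing pygostyle IVDs. Free discs had a mean of at least 1 CPM of all 12 of its genes. Its most abundant gene was *COL3A1*. The endothelial list showed no common change between the tissues (median -0.0054, mean 0.064, camera adjusted p = 0.754), but its free libraries differed widely. Its mean log2 CPM was 2.91 and 3.19 in free replicates 1 and 2, and 4.98 and 4.78 in free replicates 3 and 4. In the fusing libraries it lay between 4.13 and 4.52. The free libraries thus lay on both sides of the fusing ones, and the median near 0 does not show equal levels. edgeR called none of its 13 genes and DESeq2 none, while 3 had an unadjusted p under 0.05 in edgeR and limma-voom called 1. The most abundant, *PECAM1*, which overlaps MILR1, had 79.1 ± 9.00 CPM (SD, n = 4) in fusing pygostyle IVDs and 125 ± 85.2 CPM (SD, n = 4) in free IVDs. No explanation of these values was tested.

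The notochord and nucleus pulposus list, with 5 tested genes, had a median log2 fold change of 1.55 (camera adjusted p = 0.0444), and 2 of its genes were called higher. The most abundant, *CA12*, had 169 ± 94.6 CPM (SD, n = 4) in fusing pygostyle IVDs and 273 ± 181 CPM (SD, n = 4) in free IVDs. With the replicate number as a block it did not pass (1.66, adjusted p = 0.130), nor without free replicate 4 (1.29, 0.0540) or fusing replicate 3 (1.66, 0.0813). Of 7 tested adipocyte genes, 3 were called higher and 1 lower, or 4 and 1 when adjusted over the list alone. The median of the adipocyte list was 2.02 (camera adjusted p = 0.350). Its most abundant gene, *ADIPOQ*, had 31.0 ± 12.6 CPM (SD, n = 4) in fusing pygostyle IVDs and 229 ± 81.7 CPM (SD, n = 4) in free IVDs, a log2 fold change of -2.87 (SE 0.36, edgeR adjusted p = 0.000429), whereas *CD36* rose by 3.60, and by 4.36 without free replicate 2.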
